# Weighted gene coexpression correlation network analysis reveals the potential molecular regulatory mechanism of citrate and anthocyanin accumulation between postharvest ‘Bingtangcheng’ and ‘Tarocco’ blood orange fruit

**DOI:** 10.1186/s12870-023-04309-5

**Published:** 2023-06-02

**Authors:** Yan Jin, Manyu Liao, Na Li, Xiaoqian Ma, Huimin Zhang, Jian Han, Dazhi Li, Junfeng Yang, Xiaopeng Lu, Guiyou Long, Ziniu Deng, Ling Sheng

**Keywords:** Transcriptome, Anthocyanin, Citrate, ‘Bingtangcheng’ sweet orange, ‘Tarocco’ blood orange, Postharvest

## Abstract

**Background:**

Organic acids and anthocyanins are the most important compounds for the flavor and nutritional quality of citrus fruit. However, there are few reports on the involvement of co-regulation of citrate and anthocyanin metabolism. Here, we performed a comparative transcriptome analysis to elucidate the genes and pathways involved in both citrate and anthocyanin accumulation in postharvest citrus fruit with ‘Tarocco’ blood orange (TBO; high accumulation) and ‘Bingtangcheng’ sweet orange (BTSO; low accumulation).

**Results:**

A robust core set of 825 DEGs were found to be temporally associated with citrate and anthocyanin accumulation throughout the storage period through transcriptome analysis. Further according to the results of weighted gene coexpression correlation network analysis (WGCNA), the turquoise and brown module was highly positively correlated with both of the content of citrate and anthocyanin, and p-type ATPase (*PH8*), phosphoenolpyruvate carboxylase kinase (*PEPCK*), chalcone isomerase (*CHI*), flavanone 3-hydroxylase (*F3H*), flavonoid 3’-hydroxylase (*F3’H*) and glutathione S transferase (*GST*) were considered key structural genes. Moreover, MYB family transcription factor (*PH4*), Zinc finger PHD-type transcription factor (*CHR4*, *HAC12*), Zinc finger SWIM-type transcription factor (*FAR1*) and Zinc finger C3H1-type transcription factor (*ATC3H64*) were considered hub genes related to these structural genes. Further qRT-PCR analysis verified that these transcription factors were highly expressed in TBO fruit and their expression profiles were significantly positively correlated with the structural genes of citrate and anthocyanin metabolism as well as the content of citrate and anthocyanin content.

**Conclusions:**

The findings suggest that the CHR4, FAR1, ATC3H64 and HAC12 may be the new transcription regulators participate in controlling the level of citrate and anthocyanin in postharvest TBO fruit in addition to PH4. These results may providing new insight into the regulation mechanism of citrate and anthocyanin accumulation in citrus fruit.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-023-04309-5.

## Background

Citrus is one of the most important fruit crops worldwide. China is the largest producer of citrus in the world with a current annual yield of 45 million tons, among which 90% are used for fresh consumption. With the changes in people’s consumption concept, ‘high quality’ has become the core competitiveness of fresh citrus fruit, and postharvest fresh-keeping technologies play an increasingly prominent role in citrus industry. Organic acids are important components for the flavor and quality of citrus fruit, and are closely related to the fruit storage performance [1, 2]. In addition, anthocyanin is an important component for citrus fruit color, as well as plays a critical role in citrus fruit quality formation, stress resistance and human health benefits [3–5]. Blood orange is the only commercial citrus variety that can accumulate anthocyanins in its fruit. The content of organic acid and anthocyanin jointly determine the quality of postharvest blood orange fruit.

The intracellular organic acid level is regulated by the synthesis, degradation, transport and vacuole storage of organic acids. A variety of enzymes involved in citrate metabolism have been reported, such as phosphoenolpyruvate carboxylase (PEPC) [6], phosphoenolpyruvate carboxylase kinase (PEPCK) [7], citrate synthase (CS) [8], cis-aconitase (Aco) [9], vacuolar proton pump V-ATPase/V-PPase and citrate/H^+^ cotransporter (Cit) [10, 12], GABA shunt gene and citrate lyase (ACL) [13, 14]. Moreover, transcription factors (TFs) including ERF, bHLH, NAC, WRKY, bZIP and MYB have also been reported to participate in the regulation of citrate level through the *VHA* [15], *Aco* [16, 17], *ACL* [18] or *PH8* [12, 19, 20] pathway.

The biosynthesis of anthocyanins is a complex multi-step process involving many structural and regulatory genes. These structural genes code enzymes like phenylalanine ammonia-lyase (PAL), chalcone synthase (CHS), chalcone isomerase (CHI), flavanone 3-hydroxylase (F3H), flavonoid 3’-hydroxylase (F3’H), dihydroflavonol 4-reductase (DFR), anthocyanidin synthase (ANS) and glutathione S transferase (GST) [21, 22]. The most extensively studied TFs for the transcriptional regulation of anthocyanin biosynthesis are MYB, bHLH and WD40 [23]. It has been demonstrated that MYB can regulate anthocyanin accumulation by directly binding to the promoters of key genes in the anthocyanin biosynthesis pathway [24, 25]. In general, bHLH needs to form a complex with the MYB protein to be involved in anthocyanin biosynthesis [4, 26–28]. Similarly, WD40 cannot independently regulate anthocyanin synthesis and mainly functions by forming MYB-bHLH-WD40 (MBW) complex [29]. It has been reported that anthocyanin accumulation in almost all citrus cultivars is closely associated with the activity of the *Ruby1* gene (a MYB TF) [30]. The *Ruby1* gene can respectively interact with bHLH and WD40 to regulate anthocyanin metabolism in citrus [4, 31].

Although numerous genes related to citrate and anthocyanin metabolism have been reported, little is known about the common regulatory pathways involved in the accumulation of both citrate and anthocyanins. In petunia, it has been reported that MYB complexes with bHLH and WD40 protein to regulate anthocyanin biosynthesis, and bHLH is actually the AN1 protein involved in regulating vacuolar acidification [32]. A recent study demonstrated that the traits of exceptionally low fruit acidity and absence of anthocyanins in leaves and flowers and proanthocyanidins in citrus seeds are due to the mutation of the *Noemi* gene encoding a bHLH TF (a homolog of AN1 in petunia and TT8 in *Arabidopsis*) [33]. Because both acidity and coloration are important fruit quality traits, increasing research has been focused on the discovery of new *Noemi* genes [34].

Transcriptome profiling has greatly contributed to the identification of new genes or pathways for many important traits [21, 35, 36]. Blood orange is the only commercial citrus variety that can accumulate anthocyanins in its fruit, and the acid content in its fruit is higher among sweet orange varieties. ‘Tarocco’ blood orange (TBO) is the main variety of blood orange grown in Hunan. ‘Bingtangcheng’ sweet orange (BTSO) is an excellent variety selected in Hunan province, and is characterized by a low acid content. It is also the main sweet orange variety planted in Hunan province. In this study, we comparatively analyzed the transcriptome of these two contrasting sweet orange germplasm, TBO and BTSO, throughout the postharvest storage process, aiming to identify the genes playing important roles in the postharvest process of citrus fruit, and thereby provide insights into the key pathways and regulators simultaneously associated with the accumulation of citrate and anthocyanins in citrus fruit.

## Results

### Variations in the physical and chemical characteristics of TBO and BTSO during postharvest storage

To compare the fruit of TBO and BTSO, we examined the physiochemical characteristics of fruit at different stages of postharvest storage (Fig. 1). The two varieties exhibited similar fruit pulp colors at maturity (0 DAS, days after storage). Thereafter, the pulp of TBO fruit started to accumulate anthocyanins gradually from 15 to 90 DAS and was differentiated from BTSO fruit in color (Fig. 1A). Further determination of anthocyanin content revealed that it was gradually increased in TBO during storage and was significantly higher than that in BTSO (Fig. 1C).

**Fig. 1:**
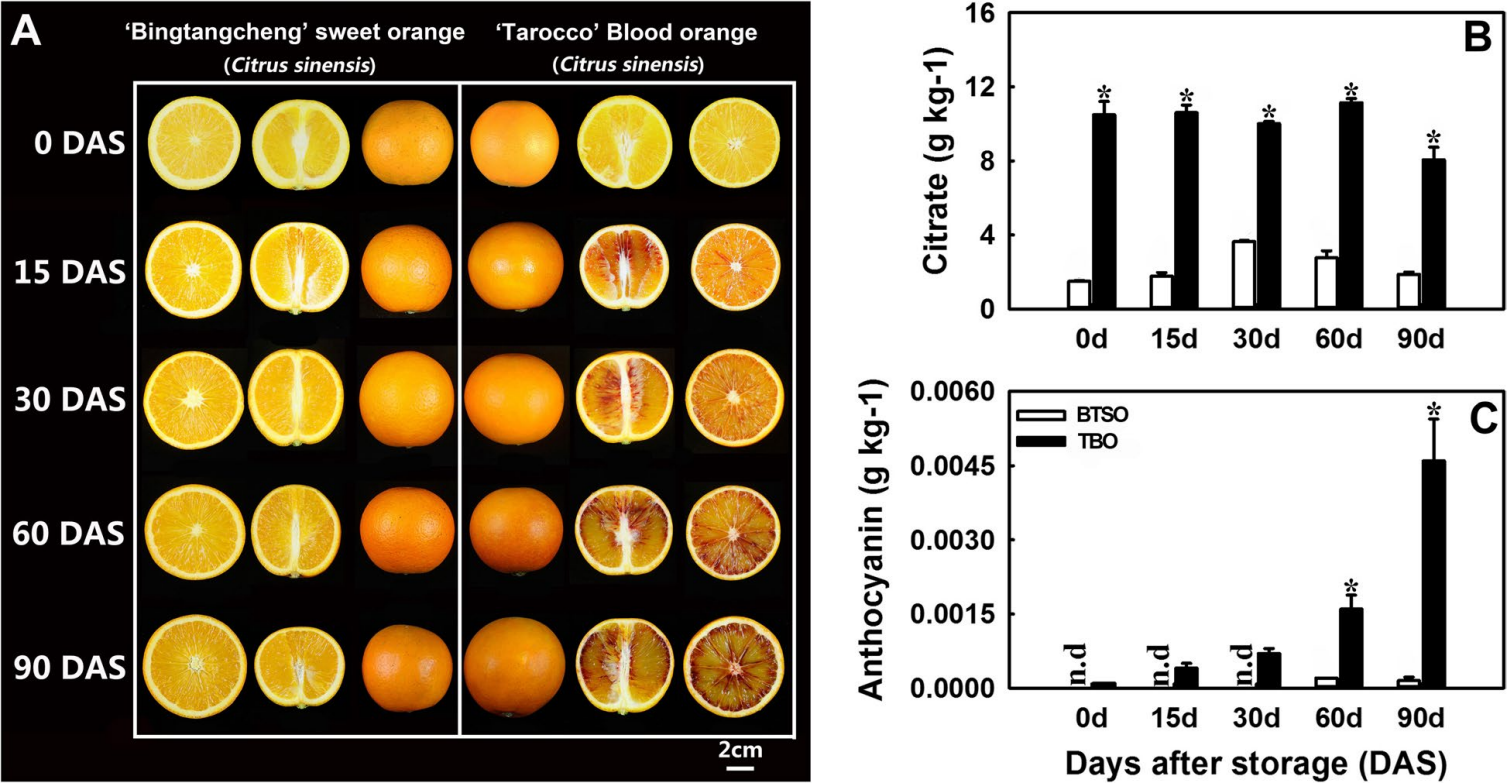
BTSO and TBO fruit under postharvest storage (**A**), and their corresponding citrate and anthocyanin contents (**B** and **C**). Error bars represent the standard deviations of the mean in three replicates, and for each storage day, * stand for significant differences between two materials at *p* < 0.05

Citrate and malate are major organic acids in citrus fruit. Hence, we also analyzed their changes in TBO and BTSO fruit during postharvest storage. The results showed that mature TBO (10.49 ± 0.72 g kg^−1^) had a markedly higher citrate content than BTSO (1.49 ± 0.05 g kg^−1^), which was consistently observed throughout the whole storage period (Fig. 1B). The malate content showed a decreasing tendency in TBO fruit, while a slightly increasing tendency in BTSO fruit along with storage (Fig. S1). In general, the malate content had little influence on total organic acids.

### Transcriptome analysis

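Juice sacs of ‘Tarocco’ blood orange (TBO), which accumulates anthocyanins, and of ‘Bingtangcheng’ sweet orange (BTSO), a low-acid variety, were collected at 0, 15, 30, 60 and 90 days after storage (DAS). With 3 biological replicates per variety and day, 30 RNA-seq libraries in 10 groups were analysed. The paper and the sample labels name different Illumina instruments for the sequencing. The authors removed rRNA and low-quality reads, assembled transcripts with StringTie in each library, merged the assemblies and computed the FPKM of each gene, which counts fragments relative to transcript length and library size. The deposited table gives, for 24179 genes, the FPKM and an estimated count in each library.

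The estimated counts of a library summed to between 51894138 and 75833189. At 0 DAS the totals ranged from 65745687 to 69667131 with a median of 69125456 in TBO, and from 65013259 to 69894786 with a median of 68017048 in BTSO. At 15 DAS they ranged from 65031622 to 67586854 (median 65090652) in TBO and from 55431884 to 67436383 (median 63235839) in BTSO. At 30 DAS the TBO totals lay between 51894138 and 70093497 (median 61106285) and the BTSO totals between 69867544 and 75833189 (median 70514149). At 60 DAS the totals were 70699103 to 71585517 (median 71462634) in TBO and 64063824 to 65430143 (median 64341539) in BTSO. At 90 DAS TBO had totals of 64101715 to 71443367 (median 64163001) and BTSO of 55922797 to 68198074 (median 61531308). The median ratio of these totals to the mapped reads that Table S2 of the paper lists for the same libraries was 1.64, so the estimated counts are not numbers of reads, and the tests here used the FPKM values.

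The 16578 genes with an FPKM of at least 1 in at least 3 libraries were tested with limma on log2(FPKM + 1), with 1 mean per group and all 30 libraries sharing the estimate of the spread. A gene was called differentially expressed where the unadjusted p-value was under 0.05 and the log2 difference between TBO and BTSO was over 1 in either direction, which are the thresholds the paper states. The pseudocount of 1 shrinks the differences of genes with a low FPKM. For single values, 3 libraries were compared with 3 by a two-sided exact permutation test, which cannot give a p-value under 0.1. Replicates of a group correlated across genes with r from 0.969 to 0.985 on the log2(FPKM + 1) scale, and at most 1.16% of the genes had the same value in a pair of replicates.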

To explore the regulatory mechanism of citrate and anthocyanin accumulation in the flesh of citrus fruit, the samples at five detection time points (0, 15, 30, 60 90 DAS) from the two different varieties were used for deep RNA-seq analysis. After filtering out the rRNAs and low-quality reads, a total of 133 million reads were mapped to the *Citrus sinensis* reference genome (Table S2). For these clean reads, the average mapped reads per sample was greater than 90% (ranging from 87.90% to 91.87%). 

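The mapped reads listed for the 30 libraries in Table S2 ranged from 31824475 to 46830468 per library, and the median share mapped was 91.1%. In the deposited table, between 19165 and 20597 genes had an FPKM above 0 in a library, and this number equalled the number of genes given in Table S2 in 30 of 30 libraries. At 60 DAS, 20455 ± 114 genes (SD, n = 3) were detected in TBO and 19811 ± 91.6 (SD, n = 3) in BTSO. At 90 DAS the numbers were 20410 ± 190 (SD, n = 3) and 19939 ± 31.7 (SD, n = 3). Every TBO library lay above every BTSO library on these days (exact permutation test, p = 0.1, the smallest value possible). At 0, 15 and 30 DAS the ranges of the varieties overlapped. Depth differed as well at 60 DAS, with 43536393 to 44414297 mapped reads in TBO and 39273800 to 39861467 in BTSO. Its part in the number of genes detected on that day was not separated. Counting genes with an FPKM of at least 1, the varieties differed by 305 genes at 60 DAS and 224 at 90 DAS, again without overlap. The unmapped share in Table S2 was 11.7% ± 0.436 in TBO and 8.81% ± 0.136 in BTSO (SD, n = 3 each) at 90 DAS (exact permutation test, p = 0.1), and at 60 DAS it was 9.55% ± 0.814 and 9.36% ± 0.981, a difference smaller than the spread of the replicates. The 10 genes with the most counts held 5.85% ± 0.175 of the counts in TBO and 11.8% ± 1.05 in BTSO at 90 DAS, and their share was higher in BTSO without overlap on 4 of the 5 days, with 0 DAS as the exception.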

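All 24179 genes of the deposited table had an FPKM above 0 in at least 1 library. Of these, 13877 carried the identifier of an assembled locus, 636 had no name of a reference gene and 444 had more than 1. Genes without a reference name held between 0.936% and 3.45% of the counts of a library, with a median of 1.87%. An FPKM of at least 2 in some library was reached by 15646 genes.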

A total of 29,655 annotated genes were obtained. Differentially expressed genes (DEGs) were identified based on their expression levels in different samples, and functional annotation and enrichment analysis were performed. A total of 14,232 genes were differentially expressed between postharvest stored TBO and BTSO fruit (Fig. 2A). To screen the candidate genes related to citrate and anthocyanin biosynthesis, our study focused on the DEGs at TBO vs. BTSO. 

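Between TBO and BTSO, 1314 genes were called at 0 DAS, of which 646 were higher and 668 lower in TBO. At 15 DAS 1483 genes were called (857 higher and 626 lower), at 30 DAS 1797 (921 and 876), at 60 DAS 1892 (1106 and 786) and at 90 DAS 1805 (986 and 819). The balance of higher and lower genes depended on the setting. At 15 DAS upper-quartile scaling gave 547 higher and 877 lower genes, quantile normalization 602 and 762, and edgeR 1107 and 1519. At 90 DAS they gave 753 and 996, 847 and 969, and 1226 and 1525. At 60 DAS each of them kept more higher than lower genes. With the same limit on the log2 difference and limma's p-values adjusted by the Benjamini-Hochberg method, 1293, 1471, 1781, 1879 and 1790 genes passed on the 5 days. When the fold change was the log2 ratio of the mean FPKM of the groups, without a pseudocount, 2392, 2741, 3038, 3030 and 2842 genes were called, which over the sum of the 5 days (14043 against 8291) was the largest move among the alternatives. At 0 DAS alone a pseudocount of 0.1 (2405), edgeR on the estimated counts (2559), edgeR on halved counts (2552) and DESeq2 (2592) moved the number further. Leaving out 1 library at a time gave 1171 to 1633 genes at 0 DAS and 1736 to 2204 at 60 DAS.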

There were 2397, 2677, 3067, 3131 and 2960 genes that were differentially expressed on 0, 15, 30, 60 and 90 DAS respectively between TBO and BTSO (Fig. S2). Among them, 839 genes were consistently differentially expressed (Fig. 2B), and 381 genes were consistently upregulated, while 444 were consistently downregulated in TBO relative to BTSO throughout the storage period. 

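In the deposited data 490 genes were called at all 5 storage days, with 226 higher in TBO on every day and 263 lower on every day. For 224 of the 226 and 258 of the 263, no TBO library overlapped with a BTSO library of the same day on any of the 5 days. For unselected genes chance separates 3 libraries from 3 on a single day in 10%, but these genes were selected for a difference on every day, so the lack of overlap is no separate test. Between 465 and 510 genes were called at all days in the 30 fits that each left out 1 library. With a pseudocount of 0.1 the number was 932, and 488 of the 490 genes were among them. Upper-quartile scaling of the libraries gave 187 genes higher and 331 lower in TBO.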

The remaining 14 genes were upregulated in some storage periods and downregulated in other storage periods (Fig. 2C).

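The 1 gene called at all 5 days with a changing direction was Cs9g06620, which is named here after its values were seen. Its log2 difference was -2.38 at 0 DAS, -1.51 at 15 DAS and -1.44 at 30 DAS, and then 1.75 at 60 DAS and 1.95 at 90 DAS (standard error 0.603). Its adjusted p-values from limma with Benjamini-Hochberg adjustment lay between 0.00238 at 0 DAS and 0.0485 at 30 DAS. When only the 6 libraries of a day entered the fit, the number of such genes was 0, and with a pseudocount of 0.1 it was 13. It lay between 0 and 3 in the 30 fits that each left out 1 library.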

**Fig. 2:**
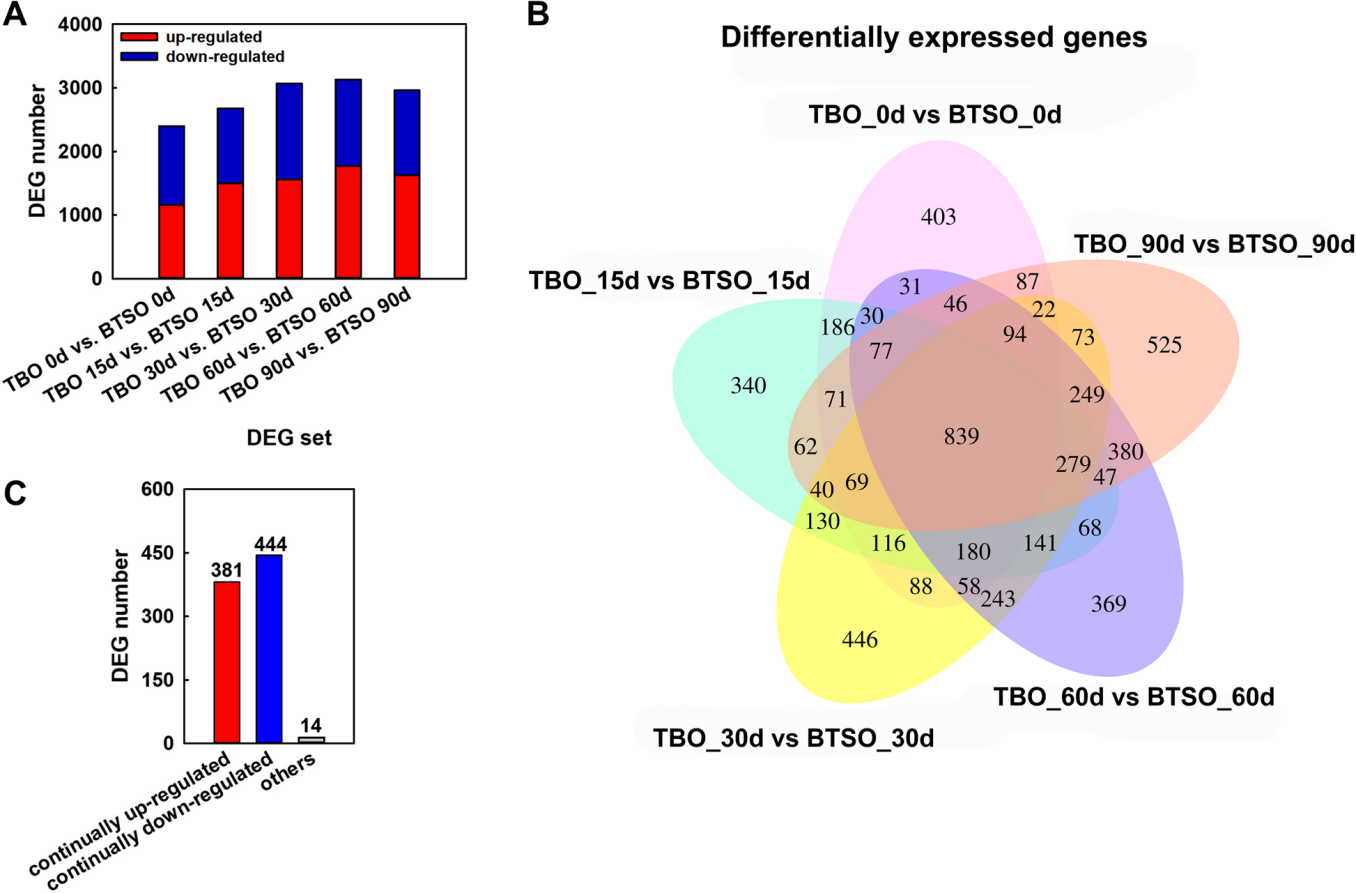
Summary of differentially expressed genes between TBO and BTSO fruit during postharvest storage. **A** Number of DEGs in different DEG sets. **B** Venn diagram shows DEGs in TBO vs BTSO. **C** Number statistics of DEGs intersected of TBO vs BTSO in five storage period groups

### Construction of a WGCNA and coexpression network

To obtain hub genes related to citrate and anthocyanin accumulation, the relationships of DEGs, citrate and anthocyanin content for each sample were analyzed by constructing a WGCNA (Fig. 3). 

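The 30 libraries were clustered by average linkage on the Euclidean distance of FPKM. The 3 replicates formed a clade of their own in 4 of the 10 groups, namely BTSO at 90 DAS and TBO at 15, 60 and 90 DAS. The first division of the tree did not separate the varieties, since its smaller side held 10 libraries of which 6 were TBO. On log2(FPKM + 1), where abundant genes weigh less, the replicates of 10 of the 10 groups formed a clade and the first division separated the 15 TBO libraries from the 15 BTSO libraries.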

Samples clustering showed that the three biological replicates of each sample were very good (Fig. 3A). Fourteen coexpression modules were identified by WGCNA (Fig. 3B), among which the turquoise module was highly positively correlated with the contents of citrate (*r* = 0.57, *p* value = 9e-04) and anthocyanin (*r* = 0.83, *p* value = 1e-08). In addition, the brown module was also highly positively correlated with the citrate content (*r* = 0.94, *p* value = 2e-14) (Fig. 3C). 

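The topological overlap of 15646 genes was computed from the FPKM values at soft threshold power 18, and the tree was divided at a static height of 0.95, because the dynamic division of the WGCNA package was not used here. This gave 16 modules of at least 60 genes, and merging those whose eigengenes correlated above 0.75 left 4. At a static height of 0.98 there were 12 modules. The eigengene of the largest module was higher in TBO than in BTSO without overlap on all 5 days. Its mean rose from -0.01 ± 0.01 at 0 DAS to 0.38 ± 0.03 at 90 DAS in TBO and from -0.21 ± 0.01 to -0.03 ± 0.05 in BTSO (SD, n = 3 each). The citrate and anthocyanin contents of the fruit were not used here.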

A total of 5154 and 1193 genes were obtained from turquoise and brown module respectively. 

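The modules held 3339, 810, 214 and 157 genes, and 11126 genes belonged to none. The largest contained 237 of the genes called at all storage days. PH8, PEPCK1, CHI, both F3H genes, F3’H, GST and the 5 hub transcription factor genes were in it, while PEPCK2 was in no module. This membership moved with the settings. At a static height of 0.90, PEPCK1, PEPCK2, CHI, F3H (Cs2g04110), F3’H, GST, PH4 and HAC12 were in no module, and without replicate 3 CHI was in none. On log2(FPKM + 1), F3H (Cs2g04110) was in a module of 487 genes, apart from the other named genes in the largest. The eigengene of that module was lower in TBO without overlap on all 5 days. Without replicate 2, PH8, both PEPCK genes, CHI, F3’H, GST, PH4, FAR1 and HAC12 were in the third largest module, apart from both F3H genes, CHR4 and ATC3H64 in the largest. PEPCK2 belonged to a module in every alternative except the height of 0.90. The eigengenes of the modules with 810 and 214 genes were lower in TBO without overlap on all 5 days. The size of the largest module moved from 1610 genes at a static height of 0.90 to 5338 genes in a signed network.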

Thinking about the content of citrate and anthocyanin were all markedly higher in TBO than that in BTSO fruit during the whole storage period (Fig. 1B and C), we focused on intersection genes between the 825 continually DEGs (Fig. 2C) and the turquoise and brown modules. Finally, 310 valuable genes was filtered out. 

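Of the 489 genes that were called in one direction on every storage day, 12 were annotated to flavonoid biosynthesis, with 8 higher and 4 lower in TBO, against 93 such genes among the 16578 tested (one-sided Fisher's exact test, odds ratio 4.97, p = 1.81e-05). Starch and sucrose metabolism held 21 of them, 5 higher and 16 lower, against 394 among the genes tested (odds ratio 1.89, Fisher's exact p = 0.0068). The citrate cycle held 3, 2 higher and 1 lower, against 57 (odds ratio 1.83, Fisher's exact p = 0.236). Benjamini-Hochberg adjustment over the 3 pathways gave adjusted Fisher's exact p-values of 5.42e-05, 0.0102 and 0.236. The 3 pathways were taken from the paper, which reports them for genes picked on these same samples. These p-values are therefore not independent evidence, and no other pathway entered the adjustment. The KEGG annotation is that of the deposited table.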

According to GO and KEGG enrichment of the 310 candidate genes, 11 genes were mapped to the flavonoid metabolism pathway, 5 genes were mapped to the citrate cycle pathway, and 7 genes were mapped to the starch and sucrose metabolism pathway (Fig. S3 and S4).

**Fig. 3:**
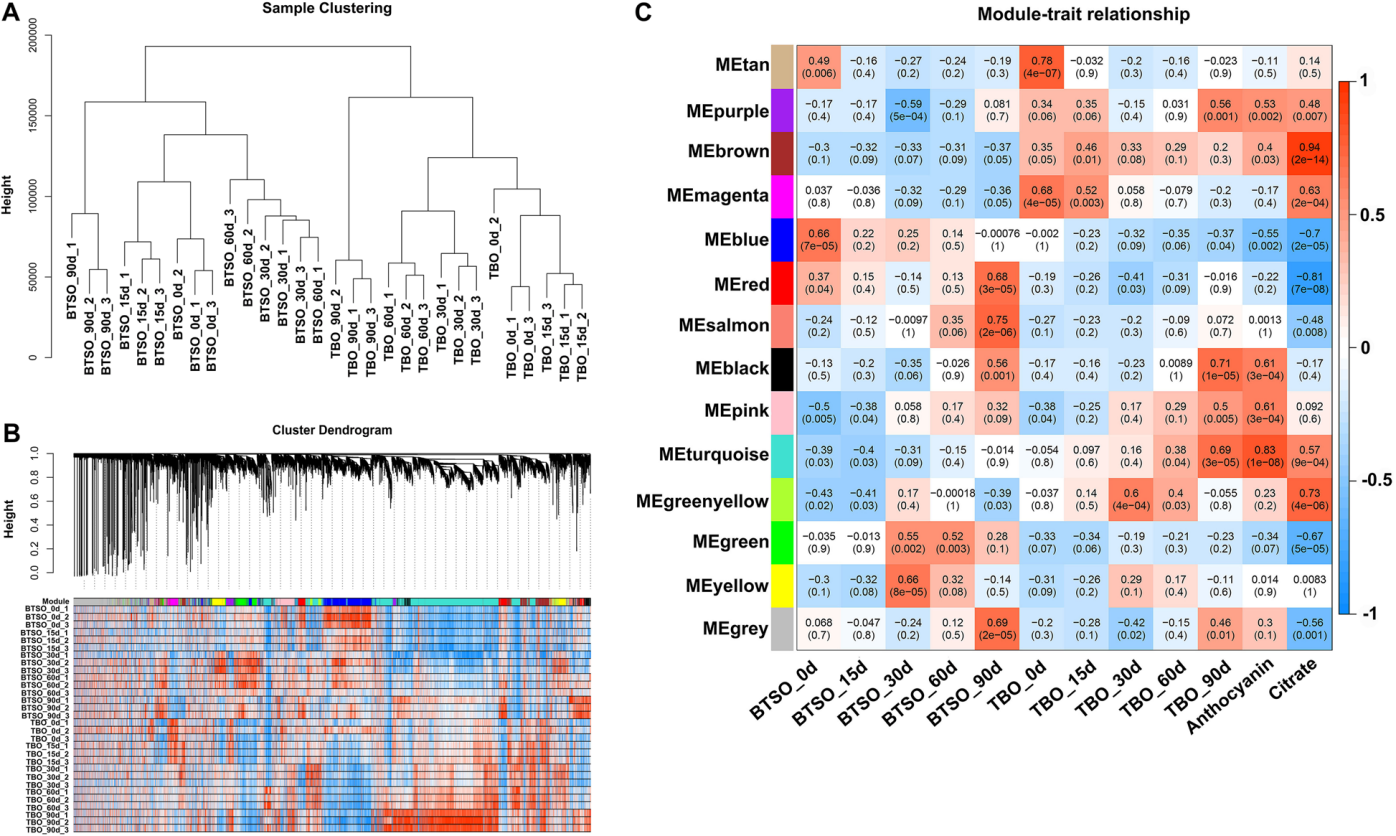
Weighted gene coexpression network analysis of TBO vs BTSO fruit during postharvest storage period. **A** Sample clustering. **B** Hierarchical clustering showing modules of coexpression genes. **C** Module/trait correlations and corresponding *p* values. The right panel shows a colour scale for module/trait correlations from -1 to 1

### Identification of candidate genes involved in citrate and anthocyanin accumulation

As a results, 3 and 5 structural genes involved in citrate metabolism and anthocyanin biosynthesis were obtained in 310 candidate genes. A heatmap of their expression profiles in the flesh of TBO and BTSO fruit was drawn based on their FPKM value (log2(FPKM)) (Figs. 4 and 5). 

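PH8 (Cs1g16150), annotated in the deposited table as a plasma membrane-type ATPase, had an FPKM of 38.0 ± 12.1 in TBO and 3.26 ± 0.724 in BTSO at 0 DAS (SD, n = 3 each). At 15 DAS the values were 60.6 ± 1.13 and 3.06 ± 0.808, and at 90 DAS 39.6 ± 8.87 and 4.89 ± 2.09. The log2 difference between the varieties was 3.17 at 0 DAS, 3.94 at 15 DAS, 3.75 at 30 DAS, 3.45 at 60 DAS and 2.82 at 90 DAS (standard error 0.25), with adjusted p-values of at most 4.89e-09 from limma with Benjamini-Hochberg adjustment. PEPCK1 (Cs3g16700) was expressed at 655 ± 71.0 in TBO and 203 ± 3.67 in BTSO at 0 DAS and at 816 ± 15.7 and 311 ± 45.9 at 90 DAS, with log2 differences from 1.29 to 1.69 over the days. PEPCK2 (Cs1g20920) had FPKM values of 95.3 ± 19.8 and 31.0 ± 1.11 at 0 DAS and of 139 ± 5.93 and 28.2 ± 12.4 at 90 DAS. Its log2 difference was lowest at 0 DAS (1.57) and highest at 60 DAS (2.77). The table annotates both PEPCK genes as phosphoenolpyruvate carboxykinase [ATP]. Each of the 3 genes was higher in every TBO library than in every BTSO library of the same day, and each was called on all days in all alternative settings.

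**Figure D1:**
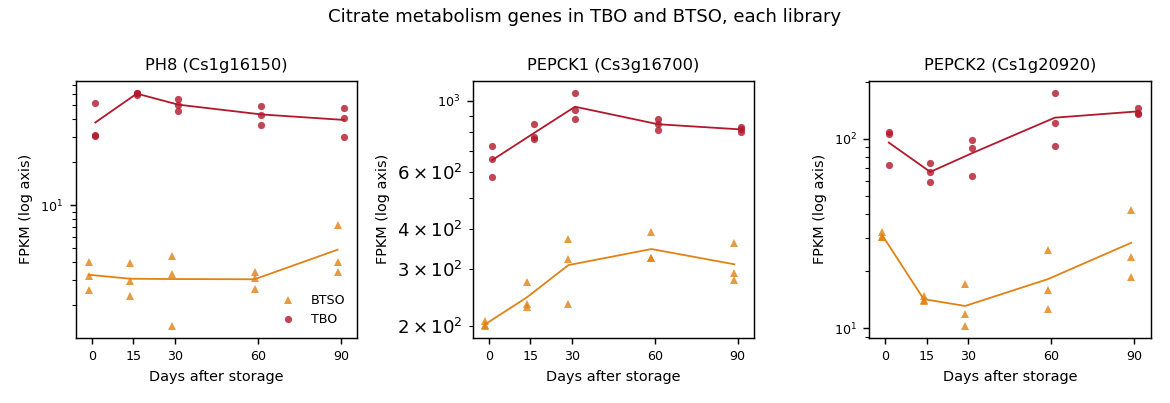
FPKM (log axis) of PH8, PEPCK1 and PEPCK2 against days after storage, with 1 point per library (circles, TBO; triangles, BTSO) and lines through the means of the 3 replicates. The points are shifted slightly sideways by variety; the TBO means of PH8 lie between 38.0 and 60.6 and the BTSO means between 3.03 and 4.89.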

The 3 structural genes from all major steps of the citrate metabolism pathway were distributed as follows: p-type ATPase gene (*PH8*), two phosphoenolpyruvate carboxylase kinase (*PEPCK*). Further the expression patterns of these 3 structural genes involved in citrate metabolism, *PH8* (Cs1g16150), *PEPCK1* (Cs3g16700) and *PEPCK2* (Cs1g20920), were studied via qRT-PCR (quantitative real-time PCR), and the transcripts of *PH8* and *PEPCK2* genes were significantly higher in TBO fruit than in BTSO fruit during the whole storage period (Fig. 4C), which was consistent with the results of transcriptome analysis based on the correlation analysis (Fig. 4D).

**Fig. 4:**
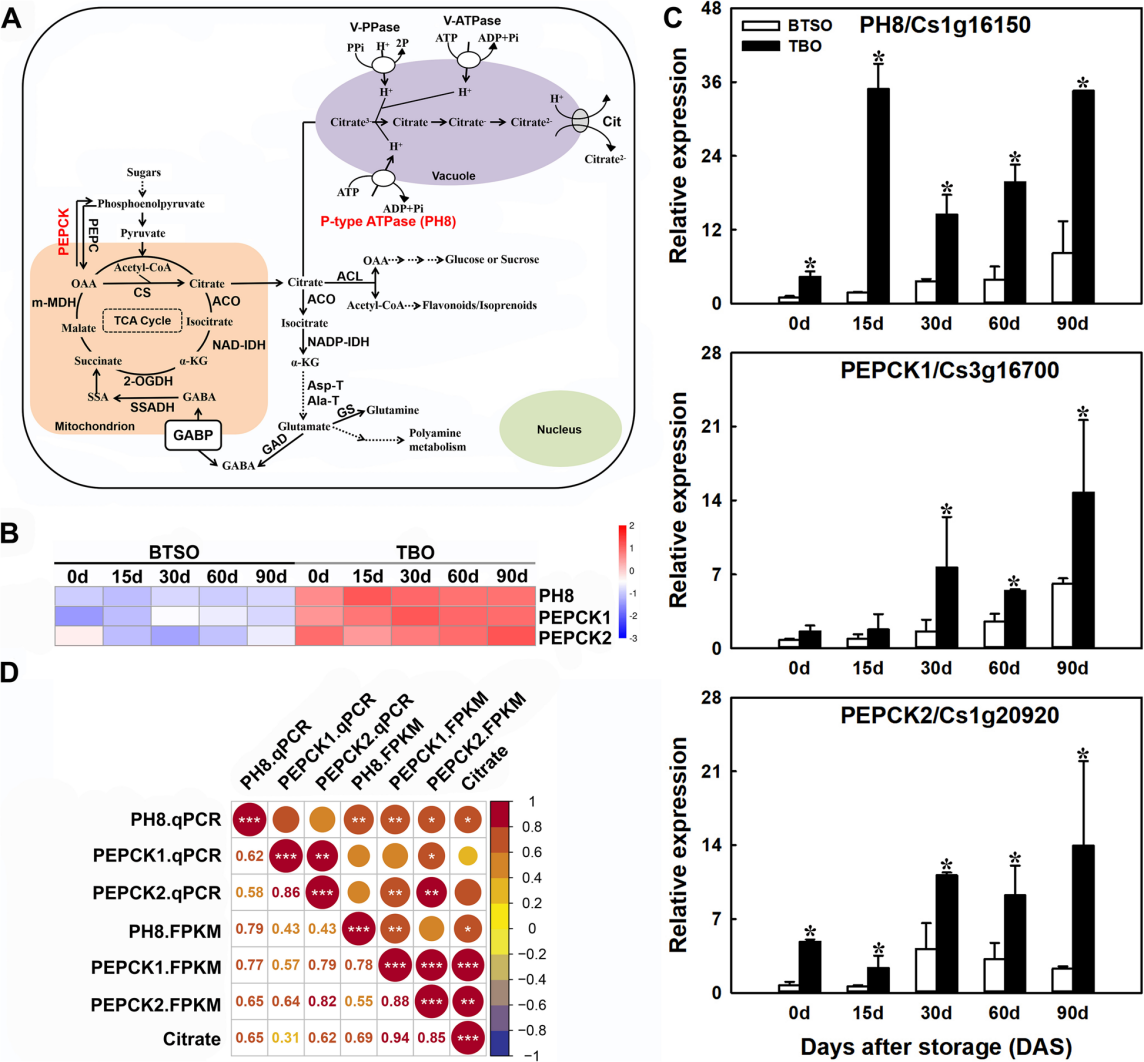
Analysis of genes related to citrate metabolism in the intersection genes between the 825 continually DEGs and the turquoise and brown modules. **A** Citrate metabolism pathway. The red font indicates the genes obtained in the intersection genes. **B** Heatmap of the expression levels of differentially expressed genes (DEGs) involved in citrate metabolism. **C** qRT-PCR detection of citrate metabolism related structural genes, *PH8* (Cs1g16150), *PEPCK1* (Cs3g16700) and *PEPCK2* (Cs1g20920). **D** Correlation analysis of the expression profiles in qRT-PCR (qPCR) and transcriptome data (FPKM) (*, ** and *** represent significant differences at *p* < 0.05, *p* < 0.01 and *p* < 0.001, respectively between the two sets of data)

**Fig. 5:**
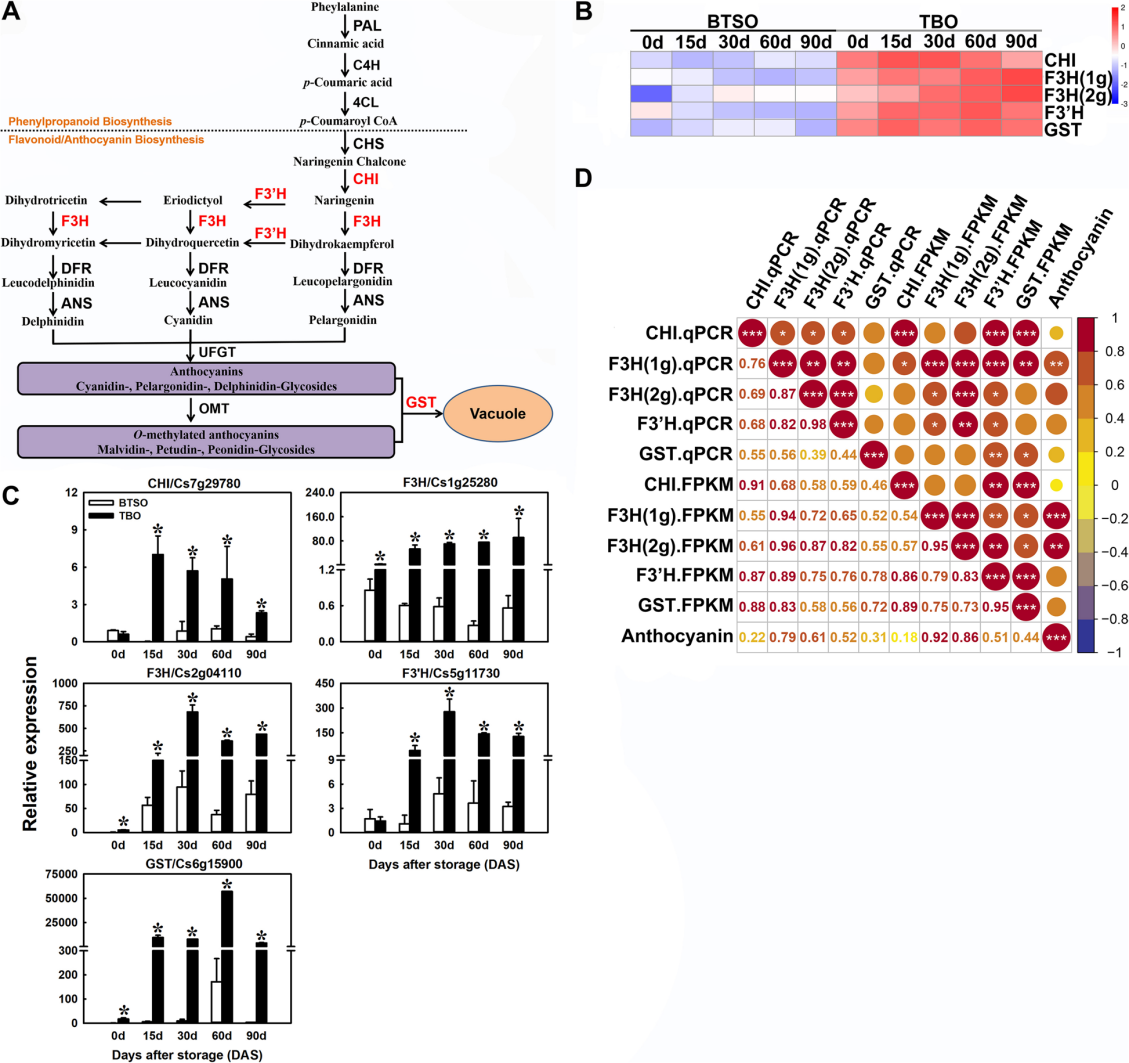
Analysis of genes related to anthocyanin biosynthesis in the intersection genes between the 825 continually DEGs and the turquoise and brown modules. **A** Anthocyanin biosynthesis pathway. The red font indicates the genes obtained in the intersection genes. **B** Heatmap of the expression levels of differentially expressed genes (DEGs) involved in anthocyanin biosynthesis. **C** qRT-PCR detection of anthocyanin biosynthesis related structural genes, *CHI* (Cs7g29780), *F3H* (Cs1g25280 and Cs2g04110), *F3’H* (Cs5g11730) and *GST* (Cs6g15900). **D** Correlation analysis of the expression profiles in qRT-PCR (qPCR) and transcriptome data (FPKM) (*, ** and *** represent significant differences at *p* < 0.05, *p* < 0.01 and *p* < 0.001, respectively between the two sets of data)

The 5 structural genes from all major steps of the anthocyanin biosynthesis pathway were distributed as follows: chalcone isomerase (*CHI*), two flavanone 3-hydroxylase (*F3H*), flavonoid 3’-hydroxylase (*F3’H*) and glutathione S transferase (*GST*). 

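GST (Cs6g15900) showed the largest difference of the 5 genes, with an FPKM of 229 ± 52.1 in TBO and 0.59 ± 0.336 in BTSO at 0 DAS (SD, n = 3 each) and log2 differences from 7.17 to 8.31 over the storage days (standard error 0.32). F3H (Cs1g25280) rose in TBO from 140 ± 15.0 at 0 DAS to 838 ± 71.3 at 90 DAS and fell in BTSO from 19.6 ± 2.91 to 6.40 ± 0.939, so that its log2 difference grew from 2.78 to 6.83. F3’H (Cs5g11730) had log2 differences of 2.08 at 0 DAS, 5.17 at 60 DAS and 4.54 at 90 DAS. CHI (Cs7g29780) reached 8.78 ± 1.45 in TBO at 15 DAS and stayed under an FPKM of 1 on average in BTSO, with log2 differences from 1.40 to 2.65. The other F3H gene, Cs2g04110, which the deposited table annotates as protein SRG1, differed least clearly from its replicate spread, with a log2 difference of 1.51 at 15 DAS (standard error 0.48) and an adjusted p-value of 0.0112 from limma with Benjamini-Hochberg adjustment, the largest among these genes. Of the 13 structural and hub transcription factor genes that the text identifies, 13 had an adjusted p-value under 0.05 on each day over all genes tested and 13 when adjusted over the list alone. Table S1 gives primers for the same genes except that it lists CHIL (Cs7g20780) in place of CHI (Cs7g29780). Of its 13 genes, 12 reached this level at 0 DAS over all genes tested and 12 when adjusted over the list alone, and 13 by either count on each later day. CHIL had a log2 difference of 0.22 at 0 DAS (standard error 0.18, limma's adjusted p = 0.321) and 0.89 at 15 DAS (limma's adjusted p = 0.000197). The study chose the list on these samples, so the latter is not independent evidence. CHIL had low values, with means of at most 0.372 FPKM in BTSO and a lowest mean of 0.287 in TBO. Every TBO library still lay above every BTSO library of the same day on all 5 days. The pseudocount of 1 shrinks differences at such values, so the 0.22 does not show that a difference was absent at 0 DAS.

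**Figure D2:**
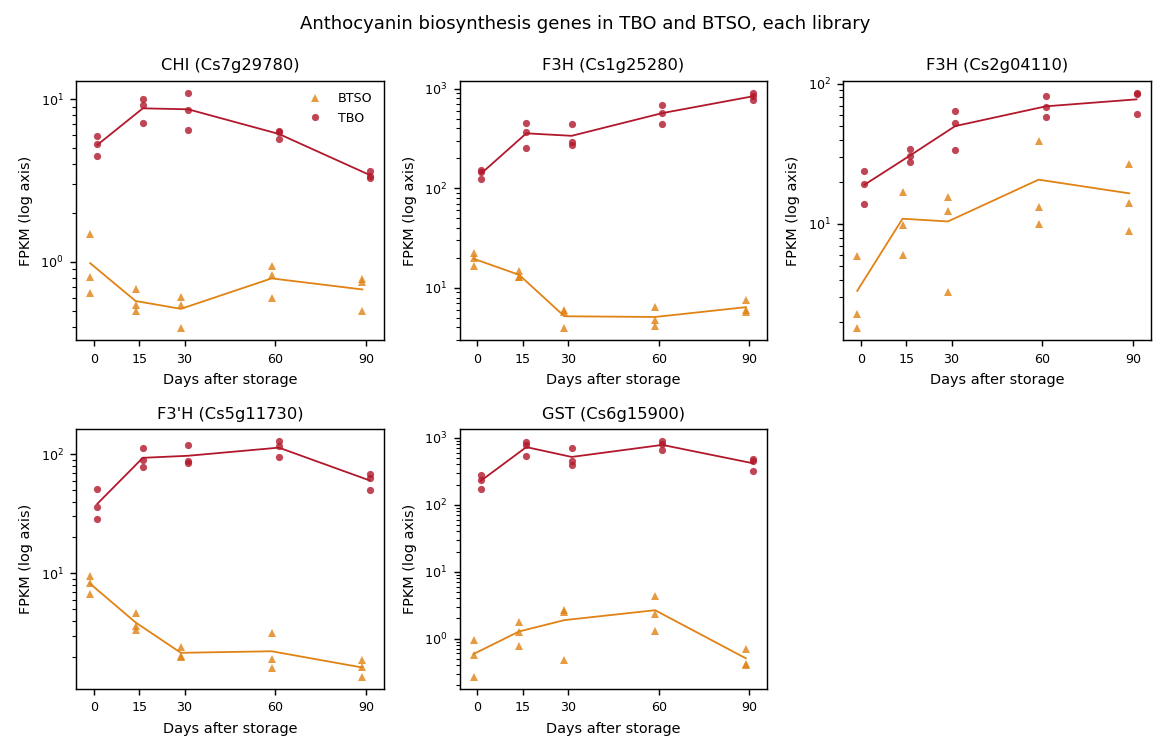
FPKM (log axis) of CHI, F3H (Cs1g25280 and Cs2g04110), F3’H and GST against days after storage in each library (circles, TBO; triangles, BTSO), with lines through the means of the 3 replicates and points shifted slightly sideways by variety. For Cs1g25280 the TBO mean goes from 140 to 838 while the BTSO mean goes from 19.6 to 6.40.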

Further the expression patterns of these 5 structural genes involved in anthocyanin biosynthesis, *CHI* (Cs7g29780), *F3H* (Cs1g25280 and Cs2g04110), *F3’H* (Cs5g11730) and *GST* (Cs6g15900), were studied via qRT-PCR, and the transcripts of these genes were significantly higher in TBO fruit than in BTSO fruit during the whole storage period (Fig. 5C), which was consistent with the results of transcriptome analysis based on the correlation analysis (Fig. 5D).

### Identification of genes involved in carbohydrate metabolism

Carbohydrates are considered substrates for anthocyanin synthesis, and was also closely connect with organic acid metabolism. In our results, the contents of glucose, fructose and sucrose showed downward trends on the whole in TBO and BTSO fruit during postharvest storage. The glucose and fructose content in TBO fruit was significantly lower than that in BTSO throughout the storage period; while the sucrose content was markedly higher in TBO fruit than that in BTSO fruit at 15 and 60 DAS (Fig. 6A). 

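By the annotation of the deposited table, the TPP genes on chromosomes 1 and 5 that were called at all storage days were Cs1g01330 and Cs5g09200. Cs1g01330 had an FPKM of 2.72 ± 0.538 in TBO and 0.526 ± 0.209 in BTSO at 0 DAS, and of 13.0 ± 0.997 and 4.19 ± 1.06 at 90 DAS (SD, n = 3 each). Its log2 difference stayed between 1.28 and 1.61. Cs5g09200 increased in TBO from 2.73 ± 0.773 to 9.82 ± 1.49 and was 0.450 ± 0.0798 and 0.754 ± 0.418 in BTSO on the same days. The difference between the varieties in Cs5g09200 was 1.30 larger on the log2 scale at 90 DAS than at 0 DAS (limma with Benjamini-Hochberg adjustment, adjusted p = 0.00114), while edgeR on the estimated counts gave 1.06 (edgeR, adjusted p = 0.143). Over the alternative settings of limma, edgeR and DESeq2 the adjusted p-value for Cs5g09200 ranged from 0.000358 to 0.143. No such change was detected for Cs1g01330 (0.17, limma's adjusted p = 0.788).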

In 310 candidate genes, two trehalose-phosphate phosphatase (*TPP*) genes were involved in starch and sugar metabolism which was related to citrate metabolism and anthocyanin synthesis (Fig. 6B). Correlation analysis showed that the expression patterns of the *TPP* genes were positively correlated with citrate and anthocyanin content, and was negatively correlated with glucose and fructose content (Fig. 6C), suggesting that higher expression levels of these genes were beneficial to carbohydrate metabolism, which contributed to citrate and anthocyanin accumulation in TBO fruit.

**Fig. 6:**
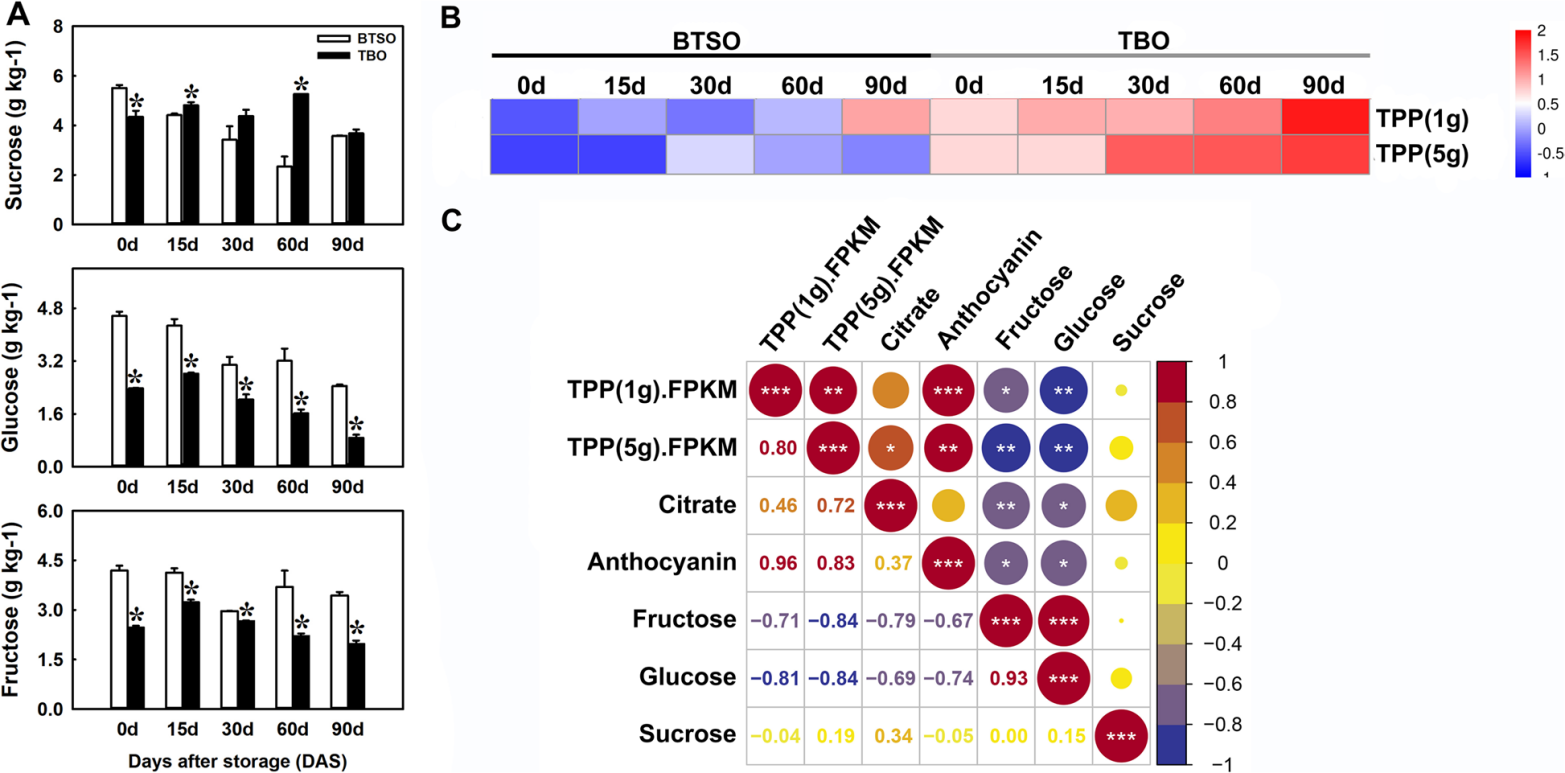
Soluble sugar content and expression pattern of carbohydrate metabolism related genes in TBO and BTSO fruit during postharvest storage period. **A** Glucose, fructose and sucrose contents in TBO fruit compared with BTSO fruit during storage. **B** Heatmap of the expression levels of carbohydrate metabolism related genes in the intersection genes between the 825 continually DEGs and the turquoise and brown modules. **C** Correlation analysis of the citrate content, anthocyanin content, soluble sugar content and expression profiles of carbohydrate metabolism related genes (*, ** and *** represent significant differences at *p* < 0.05, *p* < 0.01 and *p* < 0.001, respectively between the two sets of data). For each storage day, different lowercase letters stand for significant differences between two materials at *p* < 0.05

### Screening potential transcription factors that regulate citrate and anthocyanin accumulation in postharvest TBO fruit

To explore the molecular regulatory mechanism of citrate metabolism and anthocyanin biosynthesis in TBO fruit, we constructed a coexpression network based on the genes present in the intersection of 825 continually differentially expressed genes (DEGs) (Fig. 2C) and turquoise + brown modules. 

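Among the 489 genes called in one direction on every day, 1859 pairs had a network weight (topological overlap) over 0.15. FAR1 had 100 partners at this limit, the third highest number of the 489 genes. ATC3H64 had 61 partners (rank 8), PH4 29 (rank 23), HAC12 28 (rank 27) and CHR4 25 (rank 30). FAR1 ranked between 1 and 6 in the network alternatives, and the other ranks moved more. On log2(FPKM + 1) PH4 had rank 37, HAC12 rank 91, ATC3H64 rank 102 and CHR4 rank 224. In the signed network HAC12 had rank 7, ATC3H64 rank 16, CHR4 rank 50 and PH4 rank 84. At power 12 HAC12 had rank 5, ATC3H64 rank 27, PH4 rank 49 and CHR4 rank 71. Over the networks that each left out 1 replicate of every group, the rank of ATC3H64 was 11 each time, that of PH4 was 32 to 36, that of CHR4 35 to 62 and that of HAC12 13 to 88. CHR4 and HAC12 were each called at 4 of the 5 days and so are not themselves among the 489 genes, and their partners were counted in the same way. Of the 59 genes in Fig. 7B, 37 were called on all 5 days. All 59 kept 1 direction on every day, 55 higher and 4 lower in TBO, and 58 were separated without overlap on each day. The 4 lower genes were the transporter genes PAT (orange1.1t02114), NPF (Cs7g05210) and MIT (Cs6g09160) and the zinc finger gene Cs1g02260, which is listed at 0 in all TBO libraries.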

In the network, we identified a total of 40 transcription factor genes, and 5 of them including PH4 (Cs9g03070), CHR4 (Cs2g11400), FAR1 (Cs2g11450), ATC3H64 (Cs4g14220), and HAC12 (Cs6g19010) were identified as hub genes (Fig. 7A and B). These TFs were found to be closely correlated with citrate and anthocyanin metabolism-related genes. Among them, PH4 was closely related to *PH8*, *CHI*, *F3’H*, and *GST*; CHR4 was closely related to *F3H* (Cs1g25280); FAR1 was closely related to *PH8*, *PEPCK1*, and *PEPCK2*; ATC3H64 was closely related to *PEPCK2* and *F3H* (Cs1g25280 and Cs2g04110); HAC12 was closely related to *PEPCK1* (Fig. 7B).

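The 12 pairs named in Fig. 7B had weights from 0.151 for FAR1 and PEPCK2 to 0.215 for ATC3H64 and F3H (Cs1g25280). These 12 were the only ones over 0.15 among the 40 pairs of a hub transcription factor gene and a structural gene, and the highest weight of the other 28 was 0.147, for PH4 and PEPCK1. With log2(FPKM + 1) in place of FPKM, 9 of the 12 pairs and 7 other pairs exceeded 0.15. CHR4 and F3H (Cs1g25280) then fell to 0.0714. Leaving out replicate 1, 2 or 3 in every group kept 11 of the 12 above the limit each time. Of the 28 other pairs, 1, 3 and 1 then exceeded it. The signed network and power 12 kept all 12, with 20 and 12 other pairs over the limit.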

**Fig. 7:**
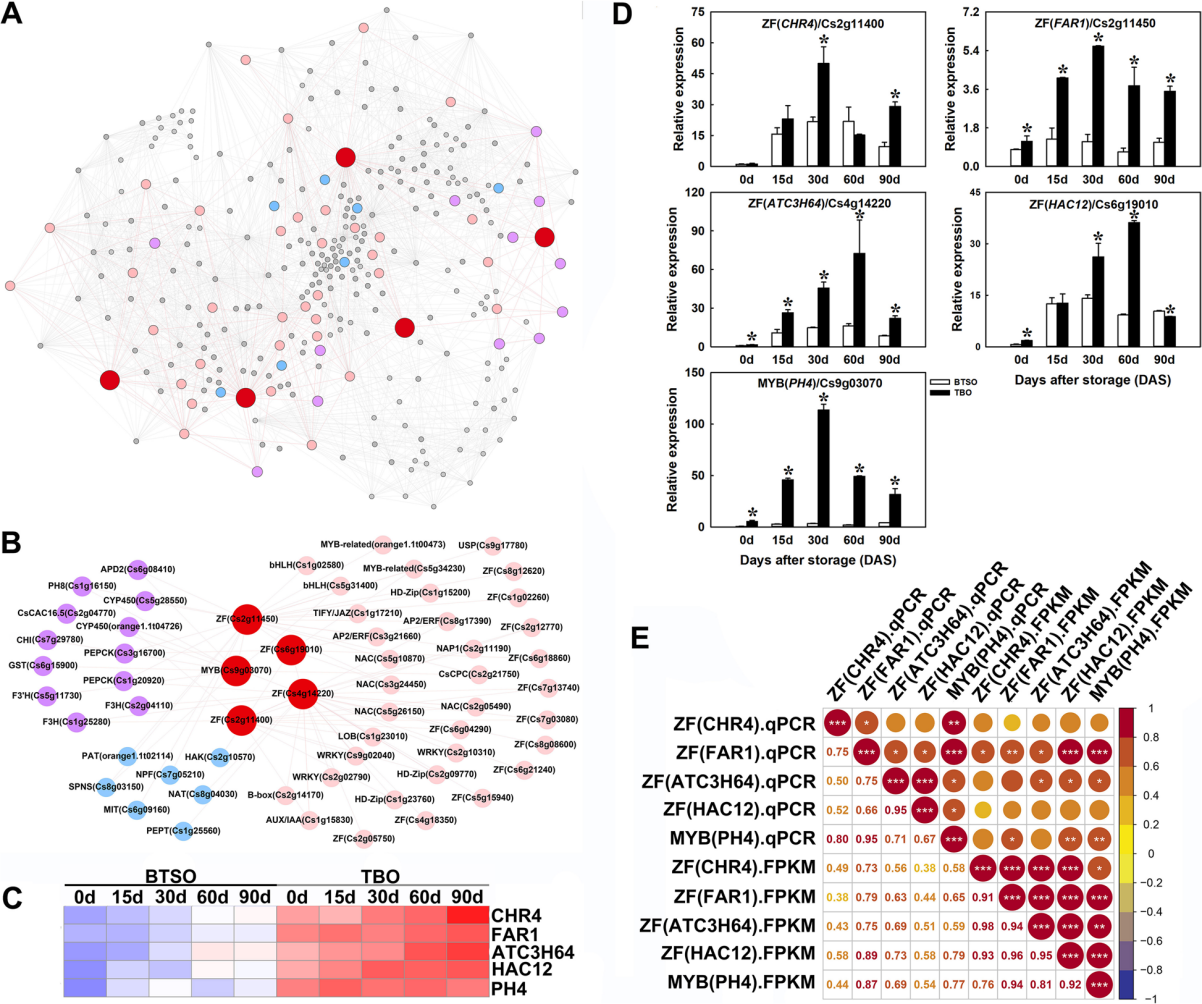
Coexpression network analysis of the potential key genes in the intersection between the 825 continually DEGs and the turquoise and brown modules. **A** coexpression network of the genes (weight > 0.15). **B** coexpression network of transcription factors and citrate/anthocyanin metabolism related structural genes. **C** Heatmap of the expression levels of the candidate transcription factors. **D** qRT-PCR detection of candidate transcription factor genes *CHR4* (Cs2g11400), *FAR1* (Cs2g11450), *ATC3H64* (Cs4g14220), *HAC12* (Cs6g19010) and *PH4* (Cs9g03070). **E** Correlation analysis of the expression profiles in qRT-PCR (qPCR) and transcriptome data (FPKM) (*, ** and *** represent significant differences at *p* < 0.05, *p* < 0.01 and *p* < 0.001, respectively between the two sets of data)

The heatmap based on the transcriptome data showed that the expression levels of *PH4*, *CHR4*, *HAC12*, *FAR1* and *ATC3H64* were obviously upregulated in the TBO fruit compared with BTSO fruit throughout the storage period (Fig. 7C). 

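PH4 (Cs9g03070), annotated in the deposited table as MYB34, had an FPKM of 16.49 ± 3.07 in TBO and 0.818 ± 0.417 in BTSO at 0 DAS (SD, n = 3 each), and log2 differences from 2.75 at 90 DAS to 3.41 at 15 DAS (standard error 0.23). FAR1 (Cs2g11450) differed by at least 1.21 on the log2 scale on each day and ATC3H64 (Cs4g14220) by 1.02 to 1.26. CHR4 (Cs2g11400) exceeded a log2 difference of 1 on 4 days and had 0.94 at 60 DAS, where its FPKM was 16.0 ± 0.198 in TBO and 7.92 ± 0.687 in BTSO. HAC12 (Cs6g19010) had 0.98 at 0 DAS and between 1.01 and 1.29 on the other days. The adjusted p-values of the 5 genes were at most 1.47e-05 on any day (limma with Benjamini-Hochberg adjustment), and every TBO library lay above every BTSO library of the same day. Calls of CHR4, ATC3H64 and HAC12 depended on the setting because their differences lie near 1 on the log2(FPKM + 1) scale. The pseudocount of 1 shrinks them, most for HAC12, whose BTSO means were 1.32 to 2.24 FPKM. Without a pseudocount, the ratio of mean FPKM over the days was 2.03 to 2.64 for CHR4, 2.27 to 2.76 for ATC3H64 and 2.45 to 3.25 for HAC12. Under upper-quartile scaling CHR4 had log2 differences of 0.94 at 0 DAS, 0.84 at 15 DAS and 0.96 at 30 DAS, ATC3H64 had 0.93 at 0 DAS and HAC12 0.95 at 60 DAS.

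**Figure D3:**
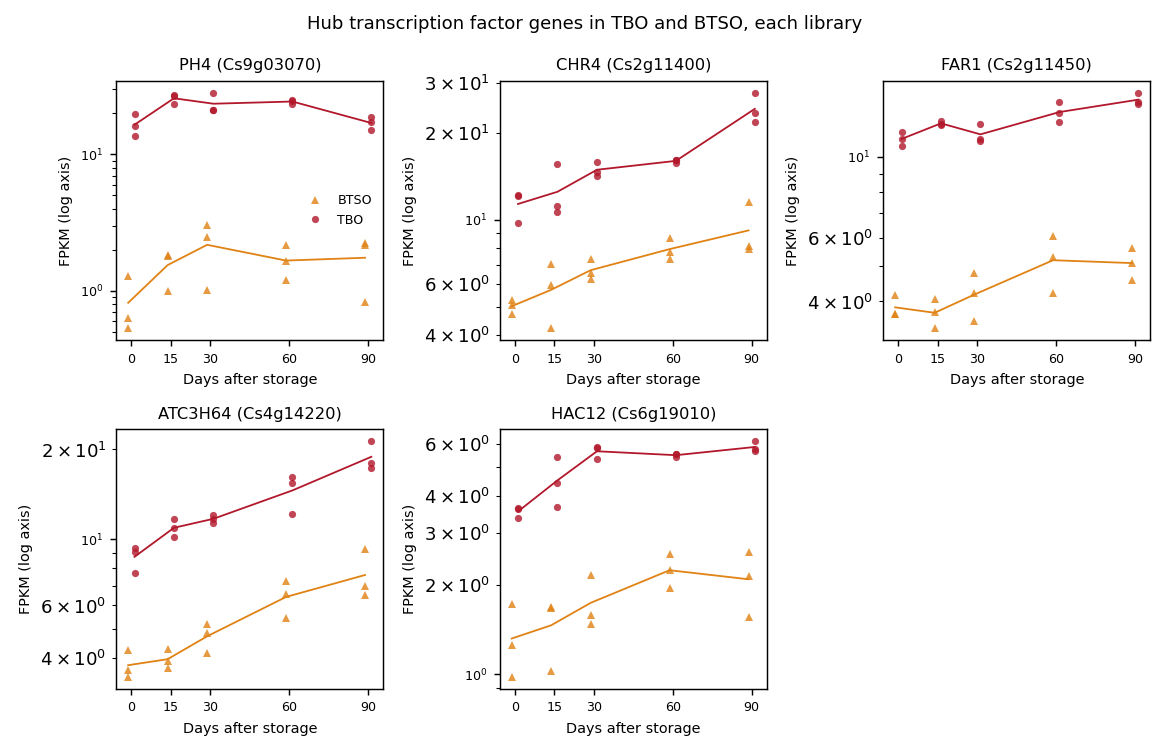
FPKM (log axis) of PH4, CHR4, FAR1, ATC3H64 and HAC12 against days after storage in each library (circles, TBO; triangles, BTSO), with lines through the means of the 3 replicates and points shifted slightly sideways by variety. CHR4 and ATC3H64 rise in both varieties, and PH4 stays between 16.49 and 25.8 in TBO and between 0.818 and 2.18 in BTSO on average.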

Meanwhile, the qRT-PCR results indicated that the transcripts of these 5 detected genes in the TBO fruit were obviously higher than those in BTSO fruit during storage, especially the *FAR1*, *ATC3H64* and *PH4* (Fig. 7D), which was consistent with the transcriptome analysis results based on the correlation analysis (Fig. 7E). Furthermore, the expression patterns of the 5 transcription factor genes were positively correlated with the changes of structural genes expression levels and citrate/anthocyanin content (Fig. S5). It was proposed that *PH4*, *CHR4*, *HAC12*, *FAR1* and *ATC3H64* might be involved in citrate and anthocyanin accumulation by regulating the expression of structural genes associated with citrate metabolism and anthocyanin biosynthesis, especially the *FAR1*, *ATC3H64* and *PH4* genes.

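Over the means of the 10 groups, each of the 40 pairs of a hub transcription factor gene and a structural gene had a positive correlation, with r from 0.542 to 0.987 and a median of 0.892. These means fall into separate clusters by variety, so the pairs were also tested within the 15 libraries of each variety (84 correlations in all). Of the 12 pairs of Fig. 7B, 11 were positive within TBO and 10 of these had an adjusted p-value under 0.05 (two-sided permutation test, Benjamini-Hochberg adjustment over 84). By rho, 7 of the 12 reached this level in TBO. The count for r fell to 5 when replicate 1 was left out of every group, to 7 without replicate 2 and to 3 without replicate 3. With fewer libraries the same r gives a larger p-value. The median r of the 12 pairs in TBO was 0.79 with all libraries and 0.73, 0.81 and 0.79 without replicates 1, 2 and 3. Each time 11 of the 12 pairs stayed positive, so the lower counts alone do not show weaker correlations. Within BTSO 9 were positive, 1 of them with an adjusted p-value under 0.05, and 2 were negative at this level. Of the 28 other pairs, 5 in TBO and 4 in BTSO were positive at this level. When the mean of each storage day was removed and the values were permuted within days, 0 of the 12 pairs reached an adjusted p-value under 0.05 in either variety. At an unadjusted permutation p-value under 0.05 there were then 2 in TBO and 4 in BTSO. Permuting the same deviations over all 15 libraries of a variety gave an adjusted p-value under 0.05 for 3 pairs in each. From the higher expression in TBO in the transcriptome and by qRT-PCR and the positive correlations with the structural genes and with citrate and anthocyanin content, the paper proposes that the 5 transcription factors might act in the accumulation of both through the structural genes. The qRT-PCR and content values were not used here.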

## Discussion

### The mechanism of higher content of citrate and anthocyanin in postharvest TBO fruit

Accumulations of citrate and anthocyanins are important indicators to evaluate citrus fruit quality, as well as important traits for consumers’ concern. Blood orange is the only commercial citrus variety that can accumulate anthocyanins in its fruit, and with higher organic acid content in its fruit compared with other sweet orange, which determined its unique flavor. Some studies have suggested that *PH8* might be responsible for the difference in acidity among mature or postharvest stored citrus varieties [1, 2, 7]. 

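In the fit over all libraries, PH8 did not change detectably from 0 to 90 DAS, with a log2 change of 0.08 in TBO (standard error 0.25, adjusted p = 0.819 from limma with Benjamini-Hochberg adjustment) and 0.42 in BTSO (limma's adjusted p = 0.174). The median change of all genes tested was 0.16 in TBO and 0.13 in BTSO over the same period. The change of the variety difference of PH8 was -0.35 (standard error 0.36, limma's adjusted p = 0.594). Of the other steps of citrate metabolism that the Background names, none of the genes annotated as citrate synthase (9 tested), aconitate hydratase (3), ATP-citrate lyase (3) or phosphoenolpyruvate carboxylase (6) was called at all 5 days. The most expressed ATP-citrate lyase gene, Cs9g02230, was higher in TBO on each day, with log2 differences from 0.85 at 0 DAS to 2.54 at 90 DAS, and was called on 4 days.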

Here, the differentially expressed structural gene *PH8* was found based on the transcriptome data, and was mapped to the citrate metabolism pathway (Fig. 4A and B). Moreover, its expression pattern was significantly positively correlated with citrate content (Fig. 4 C and D), which was similar to previous study. These results indicate that in TBO fruit, more citrate accumulated in vacuoles due to the strikingly higher expression of *PH8*, which increases the ability of the proton pump to uptake citrate into vacuoles.

Additionally, a series of studies showed that the accumulation of anthocyanin in blood orange fruit was attributed to the upregulation of genes across the biosynthetic pathway [37, 38]. 

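The variety difference in F3H (Cs1g25280) was 4.05 larger on the log2 scale at 90 DAS than at 0 DAS (standard error 0.29, adjusted p = 8.07e-09 from limma with Benjamini-Hochberg adjustment), and that in F3’H (Cs5g11730) was 2.46 larger (standard error 0.28, limma's adjusted p = 4.97e-06). Within BTSO, F3H fell by 1.47 and F3’H by 1.80 over the storage period, whereas in TBO they rose by 2.58 and 0.67. For CHI, GST and F3H (Cs2g04110), a change of the variety difference was not detected, with limma's adjusted p-values of 0.471, 0.192 and 0.988. Of the 13 genes that the text identifies, 2 had an adjusted p-value under 0.05 for this change over all genes tested and 2 when adjusted over the list alone. Of the 13 genes of Table S1 the numbers were 3 and 3, the third being CHIL (Cs7g20780), whose difference was 2.35 larger at 90 DAS (standard error 0.25, limma's adjusted p = 1.88e-06). The BTSO means of CHIL were at most 0.372 FPKM, so the size of this change depends on the pseudocount of 1. Of the steps without an identifier in the text, 2 of 5 phenylalanine ammonia-lyase (PAL) genes tested, 2 of 6 chalcone synthase genes, 1 of 2 dihydroflavonol reductase genes and 1 of 5 anthocyanidin synthase genes were called higher in TBO on all days by the annotation of the deposited table, and 1 of 4 glucosyltransferase (UFGT) genes was called lower on all days. The most expressed PAL gene, Cs6g11940, was called on 4 days, with log2 differences from -0.62 to 1.44, and the most expressed UFGT gene, Cs6g11490, on 0 days, with differences from -0.25 to 0.36. Ruby1 was not analysed here.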

In this study, the differentially expressed structural gene *CHI, F3H, F3’H* and *GST* were found based on the transcriptome data, and was mapped to the anthocyanin biosynthesis pathway (Fig. 5A and B). The expression pattern of these genes was significantly positively correlated with anthocyanin content, especially two *F3H* genes (Fig. 5C and D). These results indicate that the high expression of *F3H* might be the main reason for anthocyanin accumulation during postharvest storage of TBO fruit, and the significant high expression of *F3’H* and *GST* also jointly promoted the anthocyanin accumulation.

### Transcription factors involved in citrate and anthocyanin accumulation in postharvest TBO fruit

The regulation of citrate metabolism has always been the concern of researchers. And so far, some transcription factors have been reported to be involved in the regulation of citrate metabolism through triggering structural genes [12, 33, 39–41]. MYB5a, MYB5b and MYBA1 have been proven to be involved in vacuolar acidification by inducing the expression of vacuolar acidification-related genes *PH5* and *CAC16.5* in grapevine [40]. The co-exprssion of *PH4* and *AN1* strongly induced *PH1* and *PH5* expression to lead to citrate accumulation in citrus fruit [12, 41]. *VvMYB5* has similar functions to *PhPH4* and *AtMYB5*, and is also involved in controlling vaculor hyper-acidification and trafficking in grapvine [39]. In the present study, both transcriptome analysis and qPCR quantitative detection that the expression of *PH4* was significantly higher in TBO fruit than that in BTSO, and was coordinated with the expression patterns of *PH8* (Fig. 7). Thus, the transcription factor PH4 is likely involved in regulating citrate accumulation in postharvest TBO fruit. 

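Within the 15 TBO libraries, the FPKM of PH4 and PH8 correlated with r = 0.78 (two-sided permutation p = 0.0008, adjusted permutation p = 0.00619 with Benjamini-Hochberg adjustment over 84 correlations) and rho = 0.768 (permutation p = 0.0014). Without the 2 libraries farthest from the median of PH4, r was 0.724. Within the 15 BTSO libraries r was 0.426 (permutation p = 0.11, adjusted 0.191), rho was 0.475 (permutation p = 0.075) and r without the 2 farthest libraries was 0.411. For this pair and those of FAR1 below, libraries of all storage days were permuted together. A change over storage that 2 genes share can therefore lower these p-values. With permutation within days, 0 of the 12 pairs of Fig. 7B had an adjusted permutation p-value under 0.05 in either variety.

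**Figure D4:**
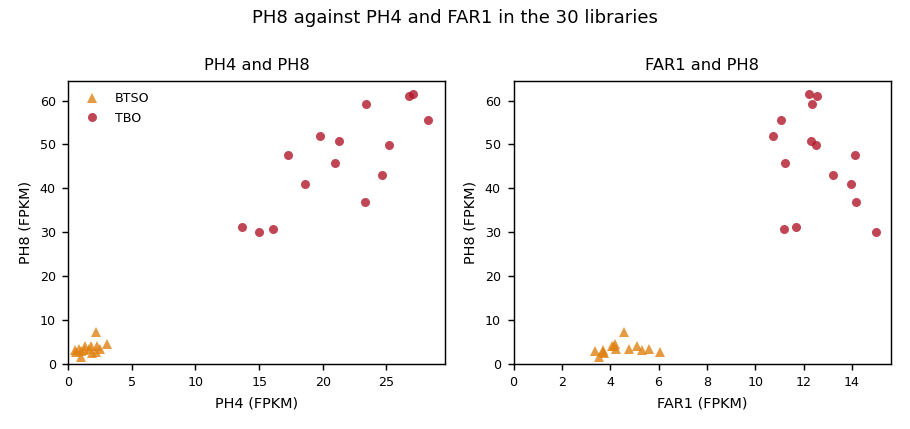
FPKM of PH8 against the FPKM of PH4 (left) and of FAR1 (right), with 1 point per library (circles, TBO; triangles, BTSO). The varieties form separate clusters; within TBO r is 0.78 for PH4 and -0.309 for FAR1.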

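Within TBO, FAR1 and PH8 gave r = -0.309 (two-sided permutation p = 0.26, adjusted permutation p = 0.398) and rho = -0.321 (permutation p = 0.24), and r was 0.02 without the 2 libraries farthest from the median of FAR1. Within BTSO r was 0.174 (permutation p = 0.55, adjusted 0.696), rho was 0.339 (permutation p = 0.22) and r without the 2 farthest libraries was 0.428. Over the means of the 10 groups the same pair had r = 0.93. FAR1 correlated within TBO with PEPCK2 (r = 0.665, permutation p = 0.0073, adjusted 0.0277; rho = 0.621, permutation p = 0.015; r = 0.633 without the 2 libraries) but not detectably with PEPCK1 (r = 0.0707, permutation p = 0.8; rho = 0.104, permutation p = 0.71).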

Except for *PH4*, the expression patterns of *FAR1* was also found to be closely related to citrate accumulation and changes in the *PH8*, and moreover, the expression patterns of *FAR1* was similar to *PH4*, indicating that the transcription factors FAR1 was also involved in regulating citrate accumulation in postharvest TBO fruit. The proposed function of FAR is that it play crucial roles in controlling the growth and development of plants, and it also proved to involved in regulating light-induced myo-inositol biosynthesis and an alternative ascorbate biosynthetic pathway [42, 43]. However, the roles in regulating citrate accumulation in postharvest fruit are unclear and need to be studied further.

Previous studies have well documented that the transcription factors families such as the R2R3-MYB, bHLH and WD40-domain proteins primarily regulate anthocyanin biosynthesis via regulating the structural genes in the anthocyanin biosynthesis pathway [24, 28]. In grapevine, the MYB5b can involve in anthocyanin biosynthesis through upregulating a subset of anthocyanin structural genes [40]. Additionally, overexpression of *LcMYB5* increased anthocyanin biosynthesis in tobacco and petunia either by directly activating the expression of key structural genes such as *DFR* or by indirectly up regulating the expression of endogenous *bHLH1* [44]. Recently, research showed that PH4 could directly upregulating the expression of *Noemi* gene and involved in proanthocyanin biosynthesis through activating the expression of PA biosynthetic genes like *DFR*, *ANS*, *ANR*, *LAR* and *UFGT2* in citrus [45]. 

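Within the TBO libraries (n = 15), PH4 correlated with CHI at r = 0.806 (two-sided permutation p = 0.00044, adjusted 0.0056; rho = 0.825, permutation p = 0.00038). For F3’H r was 0.885 (permutation p = 2e-05, adjusted 0.00084) and rho was 0.893 (permutation p = 3e-05). For GST r was 0.816 (permutation p = 0.0005, adjusted 0.0056) and rho was 0.807 (permutation p = 0.00067). Without the 2 libraries farthest from the median of PH4, r was 0.811 for CHI, 0.842 for F3’H and 0.794 for GST. Within the BTSO libraries PH4 had r = 0.0124 with CHI (permutation p = 0.97), -0.562 with F3’H (permutation p = 0.028, adjusted 0.0708) and 0.582 with GST (permutation p = 0.021, adjusted 0.0592), and rho was 0.168, -0.471 and 0.496 (permutation p = 0.55, 0.078 and 0.062). The r without the 2 libraries was 0.106, -0.457 and 0.491. Libraries of all storage days were permuted together, so a change over storage that 2 genes share can lower these p-values. With permutation within days, 0 of the 12 pairs of Fig. 7B had an adjusted permutation p-value under 0.05 in either variety.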

In this study, the expression of *PH4* was also coordinated with the expression patterns of *CHI*, *F3’H* and *GST* (Fig. 7). Thus, the transcription factor PH4 was also likely to be involved in regulating anthocyanin biosynthesis in postharvest TBO fruit. Moreover, the expression patterns of *CHR4*, *FAR1*, *ATC3H64* and *HAC12* were similar to *PH4*, indicating that these TFs were have similar functions to PH4. 

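Within TBO, CHR4 and F3H (Cs1g25280) had r = 0.869 (two-sided permutation p = 2e-05, adjusted 0.00084) and rho = 0.879 (permutation p = 6e-05). ATC3H64 had r = 0.855 with this gene (permutation p = 8e-05, adjusted 0.00168; rho = 0.921, permutation p = 1e-05, the smallest value possible) and r = 0.795 with Cs2g04110 (permutation p = 0.0004, adjusted 0.0056; rho = 0.911, permutation p = 2e-05). Without the 2 libraries farthest from the median of the transcription factor gene, r was 0.863, 0.822 and 0.882. Within BTSO, F3H (Cs1g25280) was negatively correlated with CHR4 (r = -0.660, permutation p = 0.0065, adjusted 0.0262; rho = -0.582, permutation p = 0.026) and with ATC3H64 (r = -0.622, permutation p = 0.013, adjusted 0.0432; rho = -0.629, permutation p = 0.015), with r = -0.763 and -0.685 without the 2 libraries. Of the 12 pairs of Fig. 7B, 9 were positive within BTSO, with r up to 0.692. Of these, 1 had an adjusted permutation p-value under 0.05. PEPCK1 and HAC12 had r = 0.646 within TBO (permutation p = 0.0064, adjusted 0.0262), rho = 0.536 (permutation p = 0.042) and r = 0.483 without the 2 libraries. Libraries of all storage days were permuted together, so a change over storage that 2 genes share can lower these p-values. With the means of the days removed and permutation within days, 0 of the 12 pairs had an adjusted permutation p-value under 0.05 in either variety. From 0 to 90 DAS CHR4 rose by 1.03 in TBO and 0.74 in BTSO on the log2 scale and ATC3H64 by 1.03 and 0.83, while PH4 changed by 0.05 in TBO (standard error 0.23) and rose by 0.57 in BTSO (standard error 0.23, limma's adjusted p = 0.0435). For none of the 3 was a difference between these changes detected, with limma's adjusted p-values of 0.413, 0.523 and 0.329.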

A *FAR1* gene, 16 and 15 members from *C3H* and *ZF* subfamilies was identified and differentially expressed in purple-fleshed compared with white-fleshed sweetpotato through transcriptome analysis [46], suggesting that these transcription factors involved in anthocyanin accumulation in sweetpotato. However, the regulation mechanism of these transcription factors in anthocyanin biosynthesis in postharvest fruit are unclear and need to be studied further.

In recent years, many reports have proposed that the regulation of citrate metabolism is closely associated with that of anthocyanin biosynthesis [32, 33, 47]. The bHLH protein AN1 (also called Noemi) participates in the regulation of vacuolar acidification in petunia, and is also involved in the regulation of anthocyanin biosynthesis by complexing with MYB and WD40 protein [32]. The exceptionally low fruit acidity and the absence of anthocyanins in citrus leaves and flowers are due to mutation in the *Noemi* gene [33]. PH4 could directly upregulating the expression of *Noemi* gene and involved in both citrate accumulation and proanthocyanidin biosynthesis [45]. In this study, we found that the expression of *AN1* was also upregulated in TBO fruit and was significantly positive correlated with *PH4* (Fig. 7B). 

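Fig. 7B contains 2 bHLH genes. Cs5g31400, which the deposited table annotates as basic helix-loop-helix protein A, had an FPKM of 91.8 ± 3.19 in TBO and 16.9 ± 3.21 in BTSO at 0 DAS (SD, n = 3 each), and log2 differences from 2.39 at 0 DAS to 3.04 at 30 DAS (limma with Benjamini-Hochberg adjustment, adjusted p of at most 3.02e-10). Cs1g02580 had log2 differences from 0.97 at 90 DAS to 2.43 at 30 DAS and was called on 4 days. Within TBO, PH4 correlated with Cs5g31400 at r = 0.710 (two-sided permutation p = 0.0034, adjusted 0.0195; rho = 0.654, permutation p = 0.0097) and with Cs1g02580 at r = 0.678 (permutation p = 0.005, adjusted 0.0232; rho = 0.786, permutation p = 0.00092), and r was 0.588 and 0.658 without the 2 libraries farthest from the median of PH4. Within BTSO r was 0.303 (permutation p = 0.27) for Cs5g31400 and -0.0137 (permutation p = 0.96) for Cs1g02580, rho was 0.286 and -0.0964 (permutation p = 0.3 and 0.73), and r without the 2 libraries was 0.230 and 0.246. Libraries of all storage days were permuted together, so a change over storage that 2 genes share can lower these p-values.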

And so far, the transcription regulation involved in both citrate and anthocyanin metabolism are all around MYB and bHLH. Hence, with the results of this study, we hope to explore new regulatory factors from CHR4, FAR1, ATC3H64 and HAC12 that can simultaneously regulate the accumulation of citrate and anthocyanin. According to the results of previous studies [1, 4] and the present study, we established a model to explain the high citrate and anthocyanin accumulation in postharvest TBO fruits compared with BTSO fruits (Fig. 8).

**Fig. 8:**
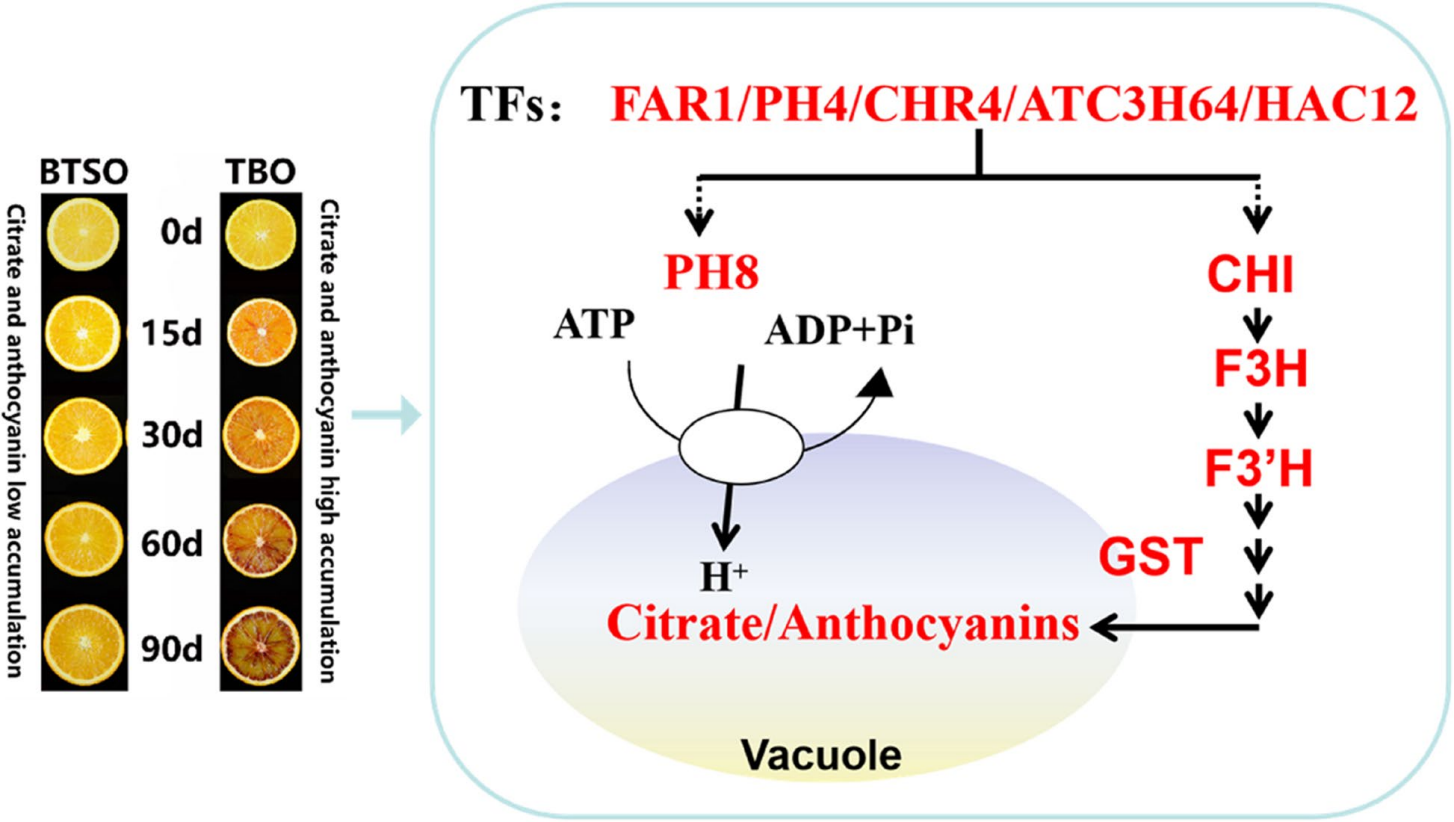
Sketch of the potential regulatory mechanisms involved in high citrate and anthocyanin trait in TBO fruits compared with that in BTSO fruits. The red typeface indicates that the metabolite content or gene expression level is significantly higher in TBO fruits than BTSO fruits

## Conclusion

In this study, TBO and BTSO were chosen for a transcriptome analysis to excavate the key genes and regulators involved in citrate and anthocyanin metabolism in citrus fruit during postharvest storage. Importantly, we identified the key structural genes, transporters and TFs for the genetic control of citrate and anthocyanin accumulation in citrus fruit. Since in almost all transcriptome studies, it remains a great challenge to demonstrate which candidate genes play actual regulatory roles in fruit acidity and coloration, our comprehensive analysis provides an important basis for future study to determine whether the key genes identified here play important and specific roles in citrate and anthocyanin accumulation in citrus fruit.

## Materials and methods

### Plant materials

Physiologically mature fruit of ‘Tarocco’ blood orange (TBO) and ‘Bingtangcheng’ sweet orange (BTSO) (*Citrus sinensis*) were purchased from an experimental station in Huaihua, Hunan Province, China, in December 2019, and then immediately transported to the laboratory. Fruit with uniform size and color and free of any visible damage or defects were selected as samples for further experiments. The fruit were individually packed in polyethylene bags and stored in a temperature controlled chamber at 8 ± 1 °C with a relative humidity 85%–90% for about three months.

Juice sacs were separated from five fruit in each group at 0, 15, 30, 60 and 90 days after storage (DAS) with three replicates to measure the levels of organic acids, sugars, and for transcriptome analysis and expression analysis of related genes. The samples were immediately frozen in liquid nitrogen and stored at –80 °C for further analysis.

### Determination of organic acids and sugars

Organic acids (citrate and malate) and sugars (glucose, fructose and sucrose) were measured and analyzed by high-performance liquid chromatography (HPLC) with a previously described method [1]. The results were expressed on a fresh weight (FW) basis.

### Determination of anthocyanins

The anthocyanin contents were determined based on a previously reported protocol [48] with minor modifications. The mixed sample was ground in liquid nitrogen, and exactly 0.1 g of the sample was homogenized with 2 mL of A buffer (50 mM KCl and 150 mM HCl, pH = 1.0). Another 0.1 g of the sample was homogenized with 2 mL of B buffer (400 mM NaAC and 240 mM HCl, pH = 4.5). The homogenate was centrifuged at 12,000 rpm for 15 min at 4 °C. The supernatant was then collected and diluted to measure the A510 values, and the anthocyanin content (g kg^−1^ FW) = (A510 at pH1.0 – A510 at pH4.5) × 484.8 (molecular weight of cyanidin) / 24,825 (molar absorption coefficient of cyanidin at A510) × dilution ratio.

### Transcriptome sequencing and WGCNA 

Total RNA was extracted from TBO and BTSO fruit samples for 0, 15, 30, 60 and 90 DAS (three biological repetitions) using the Trizol reagent (Invitrogen, CA, USA) following the manufacturer's procedure. The mRNA was purified and fragmented into small pieces. Then, the cleaved RNA fragments were reverse transcribed to create the final cDNA library in accordance with the protocol for the mRNA Seq sample preparation kit (Illumina, San Diego, USA). RNA sequencing was performed on an Illumina Hiseq 4000 platform (LC-Bio, Hangzhou, China) to produce raw reads according to the protocol.

High-quality clean reads were used to de novo assemble the transcriptomes of TBO and BTSO using the StringTie program [49]. Then, all transcriptomes from samples were merged to reconstruct a comprehensive transcriptome using the Perl scripts. After the final transcriptome was generated, StringTie and Ballgown were used to estimate the expression levels of all genes. StringTie was used to determine the expression level for mRNAs by calculating the FPKM. Differentially expressed mRNAs and genes were selected with log_2_ (fold change) > 1 or log_2_ (fold change) < -1 and with statistical significance (*p* value < 0.05) by R package -Ballgown [50]. Gene Ontology (GO) annotation was performed using the eggNOG-mapper (http://eggnog-mapper.embl.de/). DEGs were enriched in GO and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases so as to identify the changes in biological functions and metabolism pathways [51, 53]. Finally, the transcriptome data and phenotype data were analyzed by WGCNA using R language. The WGCNA package was employed to construct a gene coexpression network using a variant set of genes (15,318 genes, the maximum FPKM in all samples ≥ 2). 

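The same filter on the deposited FPKM values kept 15646 genes of the 24179 in the table. In a test on simulated values with 180 of 480 genes in 2 coexpressed blocks, the computation of the topological overlap and of the modules from their definitions found 2 modules and placed 180 genes in them.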

The analysis was performed based on the WGCNA package in R studio software [54]. The main parameters of WGCNA program were as follows: variance data expression > 0,no mission data expression < 0.1; soft threshold = 18 (scale-free R2 = 0.9); deep split = 2; min module size = 60; merge cut height = 0.25.

### Quantitative real-time PCR validation

The candidate DEGs were verified by qRT-PCR. Total RNA from samples was extracted by the CTAB method and used for quantitative real-time PCR.

The RNA samples were used for first-strand cDNA synthesis using a FastKing gDNA Dispelling RT SuperMix reverse transcriptase Kit (Tiangen, China) following the manufacturer’s instructions. qRT-PCR assays were performed according to previous reports [1], and the relative expression levels were calculated with the 2^−ΔΔCt^ method in three biological replications. Specific primers were designed from the selected gene sequences using Primer Express 3.0 (Applied Biosystems, Foster City, CA, USA) and the primer sequences are given in Table S1.

### Statistical analysis

Each experiment was performed in three replicates. Experimental results were analyzed using IBM SPSS Statistics, RStudio and Gephi software. Error bars denote standard deviations. Different lowercase letters above the bars indicate significant differences at *p* < 0.05, which were obtained based on one-way ANOVA using IBM SPSS Statistics software.

## Supplementary Information

**Additional file 1: Table S1.** Primers used for quantitative real-time PCR analysis. **Table S2.** Number of reads after filtering rRNA and low quality. **Fig. S1.** The content of malate in TBO and BTSO fruit during postharvest storage. Error bars represent the standard deviations of the mean in three replicates, and for each storage day, different lowercase letters stand for significant differences between two materials at *p* < 0.05. **Fig. S2.** Volcano plots of differentially expressed genes (DEGs) in the comparisons of (A) TBO 0d vs. BTSO 0d, (C) TBO 15d vs. BTSO 15d, (E) TBO 30d vs. BTSO 30d, (G) TBO 60d vs. BTSO 60d, and (I) TBO 90d vs. BTSO 90d. Scatter plot of the KEGG pathway enrichment of DEGs. Rich factor is the ratio of the DEG number to the background number in a certain pathway. The size of the dots represents the number of genes, and the color of the dots represents the range of the q-value. B, D, F, H, and J present the top 20 terms at 0, 15, 30, 60 and 90 DAS between TBO and BTSO, respectively. **Fig. S3.** KEGG enrichment of the 310 valuable genes. **Fig. S4.** GO enrichment of the 310 valuable genes. **Fig. S5.** Correlation analysis of expression profiles of citrate metabolism and anthocyanin biosynthesis related genes, citrate and anthocyanin content. *, ** and *** represent significant differences at* p* < 0.05, *p* < 0.01 and *p* < 0.001, respectively.

## Data Availability

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE212015 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE212015.

## Abbreviations

TBO: ‘Tarocco’ blood orange
BTSO: ‘Bingtangcheng’ sweet orange
WGCNA: Weighted gene coexpression correlation network analysis
PEPC: Phosphoenolpyruvate carboxylase
PEPCK: Phosphoenolpyruvate carboxylase kinase
CS: Citrate synthase
Aco: Cis-aconitase
Cit: Citrate/H^+^ cotransporter
ACL: Citrate lyase
TF: Transcription factors
PAL: Phenylalanine ammonia-lyase
CHS: Chalcone synthase
CHI: Chalcone isomerase
F3H: Flavanone 3-hydroxylase
F3’H: Flavonoid 3’-hydroxylase
DFR: Dihydroflavonol 4-reductase
ANS: Anthocyanidin synthase
GST: Glutathione S transferase
MBW: MYB-bHLH-WD40
PH8: P-type ATPase gene
TPP: Trehalose-phosphate phosphatase

# Supplementary material for: Weighted gene coexpression correlation network analysis reveals the potential molecular regulatory mechanism of citrate and anthocyanin accumulation between postharvest ‘Bingtangcheng’ and ‘Tarocco’ blood orange fruit
**Source:** BMC Plant Biol. 2023 Jun 2;23:296. doi: 10.1186/s12870-023-04309-5
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Primers used for quantitative real-time PCR analysis. Table S2. Number of reads after filtering rRNA and low quality. Fig. S1. The content of malate in TBO and BTSO fruit during postharvest storage. Error bars represent the standard deviations of the mean in three replicates, and for each storage day, different lowercase letters stand for significant differences between two materials at p < 0.05. Fig. S2. Volcano plots of differentially expressed genes (DEGs) in the comparisons of (A) TBO 0d vs. BTSO 0d, (C) TBO 15d vs. BTSO 15d, (E) TBO 30d vs. BTSO 30d, (G) TBO 60d vs. BTSO 60d, and (I) TBO 90d vs. BTSO 90d. Scatter plot of the KEGG pathway enrichment of DEGs. Rich factor is the ratio of the DEG number to the background number in a certain pathway. The size of the dots represents the number of genes, and the color of the dots represents the range of the q-value. B, D, F, H, and J present the top 20 terms at 0, 15, 30, 60 and 90 DAS between TBO and BTSO, respectively. Fig. S3. KEGG enrichment of the 310 valuable genes. Fig. S4. GO enrichment of the 310 valuable genes. Fig. S5. Correlation analysis of expression profiles of citrate metabolism and anthocyanin biosynthesis related genes, citrate and anthocyanin content. *, ** and *** represent significant differences at p < 0.05, p < 0.01 and p < 0.001, respectively.

Supplementary Material

**Weighted gene coexpression correlation network analysis reveals the potential molecular regulatory mechanism of citrate and anthocyanin accumulation between postharvest ‘Bingtangcheng’ and ‘Tarocco’ blood orange fruit**

**Yan Jin1,** #**, Manyu Liao1,** #**, Na Li1, Xiaoqian Ma1, Huimin Zhang1, Jian Han2, Dazhi Li1, Junfeng Yang1, Xiaopeng Lu1, Guiyou Long1, Ziniu Deng1, Ling Sheng1,***

#These authors contributed equally to this work.

Table S1. Primers used for quantitative real-time PCR analysis

| Gene Name | Gene ID | Primer 5’-3’ | |
| --- | --- | --- | --- |
| PH8 | Cs1g16150 | CCGTGAAGGAAGGAATGATTTGG | CCATGACAATGGATTCCACA |
| PEPCK1 | Cs3g16700 | GCCGACCAAGTTCTCAGACA | CACGCTAACATTCATCACCATC |
| PEPCK2 | Cs1g20920 | GGCTAGCGAAGATTCAAACG | GTCCCTTTAATGGGGGTGTT |
| CHIL | Cs7g20780 | GATGCTCTTGTCTCTGCTCCA | GTCCCTCACCGCACTTTCTA |
| F3H | Cs2g04110 | TCGAATGGAGGAACCCATCAC | CCATGGTTCACCAACTGAAAGA |
| F3H | Cs1g25280 | CCGGGAACCATCACACTCTT | CTCCCATTGCTCAGATAATGACC |
| F3’H | Cs5g11730 | CACGTTCGCCAGGAAGAGAT | CAACGCACAAGTTCAACCGT |
| GST | Cs6g15900 | CTTCTTCGACAGCCGTTTGG | GTTTGGCCCTTGGTTTGCAT |
| MYB | Cs9g03070 | CGAGCTTCTGGCCAACTACA | GAGAAGGCGATGTAGGCGAA |
| CHR4 | Cs2g11400 | ATCTGCGACGGCTACAGATG | AGGCGAAAGCTCAGCAAGAT |
| FAR1 | Cs2g11450 | AAGGGCTGGGACAACTGAAC | TGCAACTGAGAGGGTCCAAC |
| ATC3H64 | Cs4g14220 | AACTATGTGGAAGGCCGCTC | ATCGGTGACTTTGAAGCCGT |
| HAC12 | Cs6g19010 | CCAGCTGTGTCAAGCAGAGA | AACAATGCCGCATGCCATTT |

Table S2. Number of reads after filtering rRNA and low quality

| Sample | Total | Unmapped (%) | Unique_Mapped (%) | Multiple_Mapped (%) | Total_Mapped (%) | Genes (%) |
| --- | --- | --- | --- | --- | --- | --- |
| TBO 0d-1 | 46188252 | 3924563 (8.50%) | 33286610 (72.07%) | 8977079 (19.44%) | 42263689 (91.51%) | 19241 (64.88%) |
| TBO 0d-2 | 45669764 | 4129983 (9.04%) | 34074114 (74.61%) | 7465667 (16.35%) | 41539781 (90.96%) | 19336 (65.20%) |
| TBO 0d-3 | 44788832 | 3828892 (8.55%) | 32205841 (71.91%) | 8754099 (19.55%) | 40959940 (91.46%) | 19322 (65.16%) |
| TBO 15d-1 | 43109930 | 3833624 (8.89%) | 32021604 (74.28%) | 7254702 (16.83%) | 39276306 (91.11%) | 19411 (65.46%) |
| TBO 15d-2 | 45223532 | 4060921 (8.98%) | 33128652 (73.26%) | 8033959 (17.76%) | 41162611 (91.02%) | 19480 (65.69%) |
| TBO 15d-3 | 43386368 | 4127804 (9.51%) | 31614096 (72.87%) | 7644468 (17.62%) | 39258564 (90.49%) | 19624 (66.17%) |
| TBO 30d-1 | 47988548 | 5071791 (10.57%) | 34688926 (72.29%) | 8227831 (17.15%) | 42916757 (89.44%) | 20123 (67.86%) |
| TBO 30d-2 | 34994276 | 3169801 (9.06%) | 25595578 (73.14%) | 6228897 (17.80%) | 31824475 (90.94%) | 19582 (66.03%) |
| TBO 30d-3 | 42029492 | 4054379 (9.65%) | 30041458 (71.48%) | 7933655 (18.88%) | 37975113 (90.36%) | 19825 (66.85%) |
| TBO 60d-1 | 48618464 | 4204167 (8.65%) | 35059885 (72.11%) | 9354412 (19.24%) | 44414297 (91.35%) | 20541 (69.27%) |
| TBO 60d-2 | 48497198 | 4960805 (10.23%) | 34933170 (72.03%) | 8603223 (17.74%) | 43536393 (89.77%) | 20326 (68.54%) |
| TBO 60d-3 | 48363482 | 4728329 (9.78%) | 35150071 (72.68%) | 8485082 (17.54%) | 43635153 (90.22%) | 20498 (69.12%) |
| TBO 90d-1 | 50277832 | 6086787 (12.11%) | 35705954 (71.02%) | 8485091 (16.88%) | 44191045 (87.90%) | 20597 (69.46%) |
| TBO 90d-2 | 44153616 | 5232072 (11.85%) | 31854413 (72.14%) | 7067131 (16.01%) | 38921544 (88.15%) | 20218 (68.18%) |
| TBO 90d-3 | 43803078 | 4933662 (11.26%) | 31933142 (72.90%) | 6936274 (15.84%) | 38869416 (88.74%) | 20415 (68.84%) |
| BTSO 0d-1 | 44131880 | 3586451 (8.13%) | 31249132 (70.81%) | 9296297 (21.06%) | 40545429 (91.87%) | 19275 (65.00%) |
| BTSO 0d-2 | 46815470 | 4032534 (8.61%) | 33967127 (72.56%) | 8815809 (18.83%) | 42782936 (91.39%) | 19694 (66.41%) |
| BTSO 0d-3 | 45285968 | 3716390 (8.21%) | 31827574 (70.28%) | 9742004 (21.51%) | 41569578 (91.79%) | 19333 (65.19%) |
| BTSO 15d-1 | 44854442 | 3752252 (8.37%) | 31874523 (71.06%) | 9227667 (20.57%) | 41102190 (91.63%) | 19417 (65.48%) |
| BTSO 15d-2 | 36883434 | 3191840 (8.65%) | 26194260 (71.02%) | 7497334 (20.33%) | 33691594 (91.35%) | 19165 (64.63%) |
| BTSO 15d-3 | 42872158 | 3511542 (8.19%) | 29497791 (68.80%) | 9862825 (23.01%) | 39360616 (91.81%) | 19469 (65.65%) |
| BTSO 30d-1 | 47544246 | 4149751 (8.73%) | 32443372 (68.24%) | 10951123 (23.03%) | 43394495 (91.27%) | 19946 (67.26%) |
| BTSO 30d-2 | 51095942 | 4265474 (8.35%) | 36544893 (71.52%) | 10285575 (20.13%) | 46830468 (91.65%) | 20098 (67.77%) |
| BTSO 30d-3 | 46570278 | 4077745 (8.76%) | 33736186 (72.44%) | 8756347(18.80%) | 42492533 (91.24%) | 20058 (67.64%) |
| BTSO 60d-1 | 44179896 | 4634970 (10.49%) | 30703854 (69.50%) | 8841072(20.01%) | 39544926 (89.51%) | 19876 (67.02%) |
| BTSO 60d-2 | 43027960 | 3754160 (8.72%) | 31742851 (73.77%) | 7530949(17.50%) | 39273800 (91.27%) | 19706 (66.45%) |
| BTSO 60d-3 | 43739434 | 3877967 (8.87%) | 31437348 (71.87%) | 8424119(19.26%) | 39861467 (91.13%) | 19850 (66.94%) |
| BTSO 90d-1 | 37367180 | 3332632 (8.92%) | 27412044 (73.36%) | 6622504(17.72%) | 34034548 (91.08%) | 19943 (67.25%) |
| BTSO 90d-2 | 41269508 | 3655400 (8.86%) | 29771041 (72.14%) | 7843067(19.00%) | 37614108 (91.14%) | 19906 (67.13%) |
| BTSO 90d-3 | 45477404 | 3936239 (8.66%) | 33335815 (73.30%) | 8205350(18.04%) | 41541165 (91.34%) | 19969 (67.34%) |

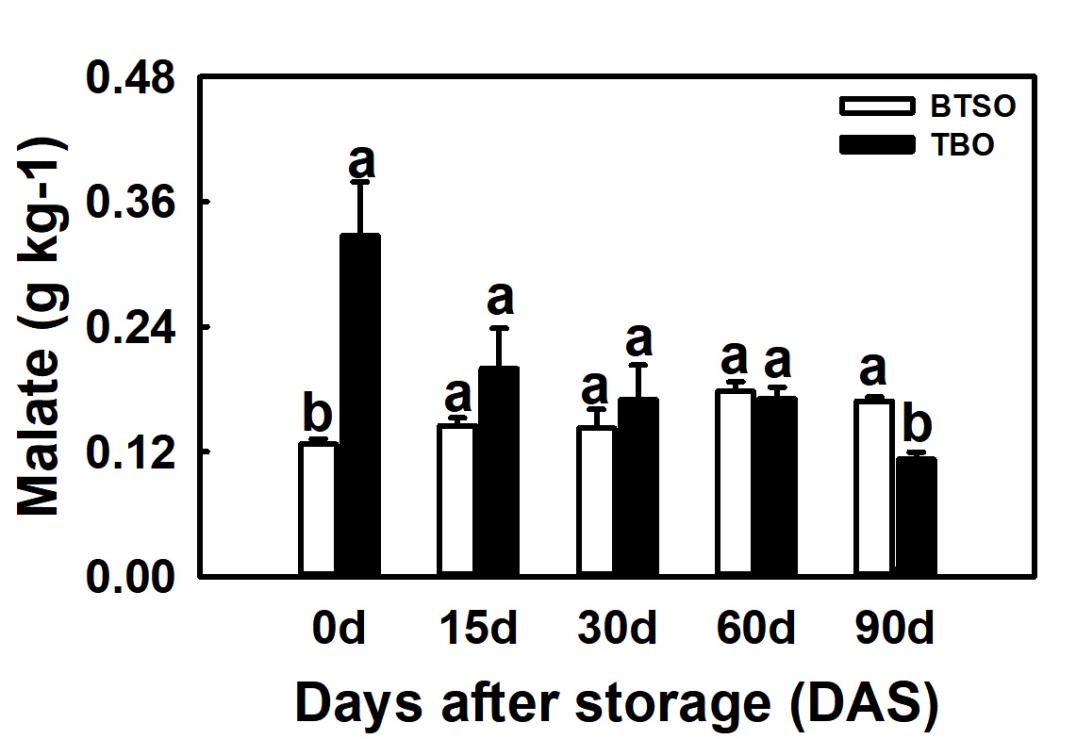

Fig. S1 The content of malate in TBO and BTSO fruit during postharvest storage. Error bars represent the standard deviations of the mean in three replicates, and for each storage day, different lowercase letters stand for significant differences between two materials at *p* < 0.05.

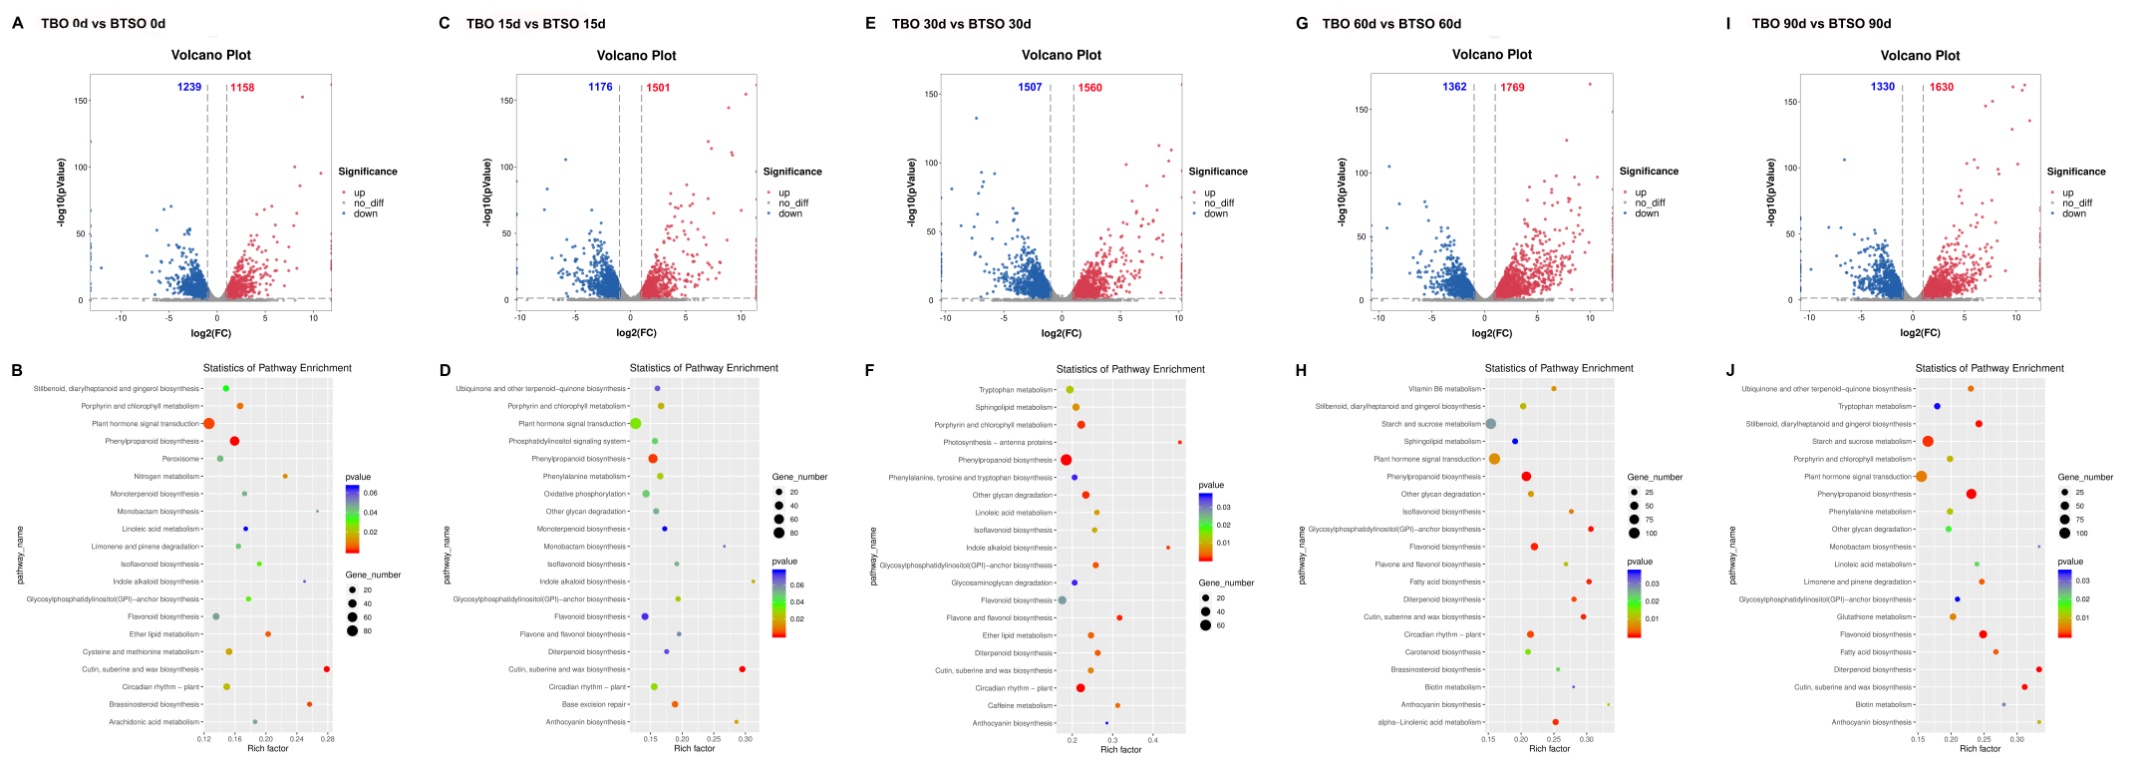

Fig. S2 Volcano plots of differentially expressed genes (DEGs) in the comparisons of (A) TBO 0d vs. BTSO 0d, (C) TBO 15d vs. BTSO 15d, (E) TBO 30d vs. BTSO 30d, (G) TBO 60d vs. BTSO 60d, and (I) TBO 90d vs. BTSO 90d. Scatter plot of the KEGG pathway enrichment of DEGs. Rich factor is the ratio of the DEG number to the background number in a certain pathway. The size of the dots represents the number of genes, and the color of the dots represents the range of the q-value. B, D, F, H, and J present the top 20 terms at 0, 15, 30, 60 and 90 DAS between TBO and BTSO, respectively.

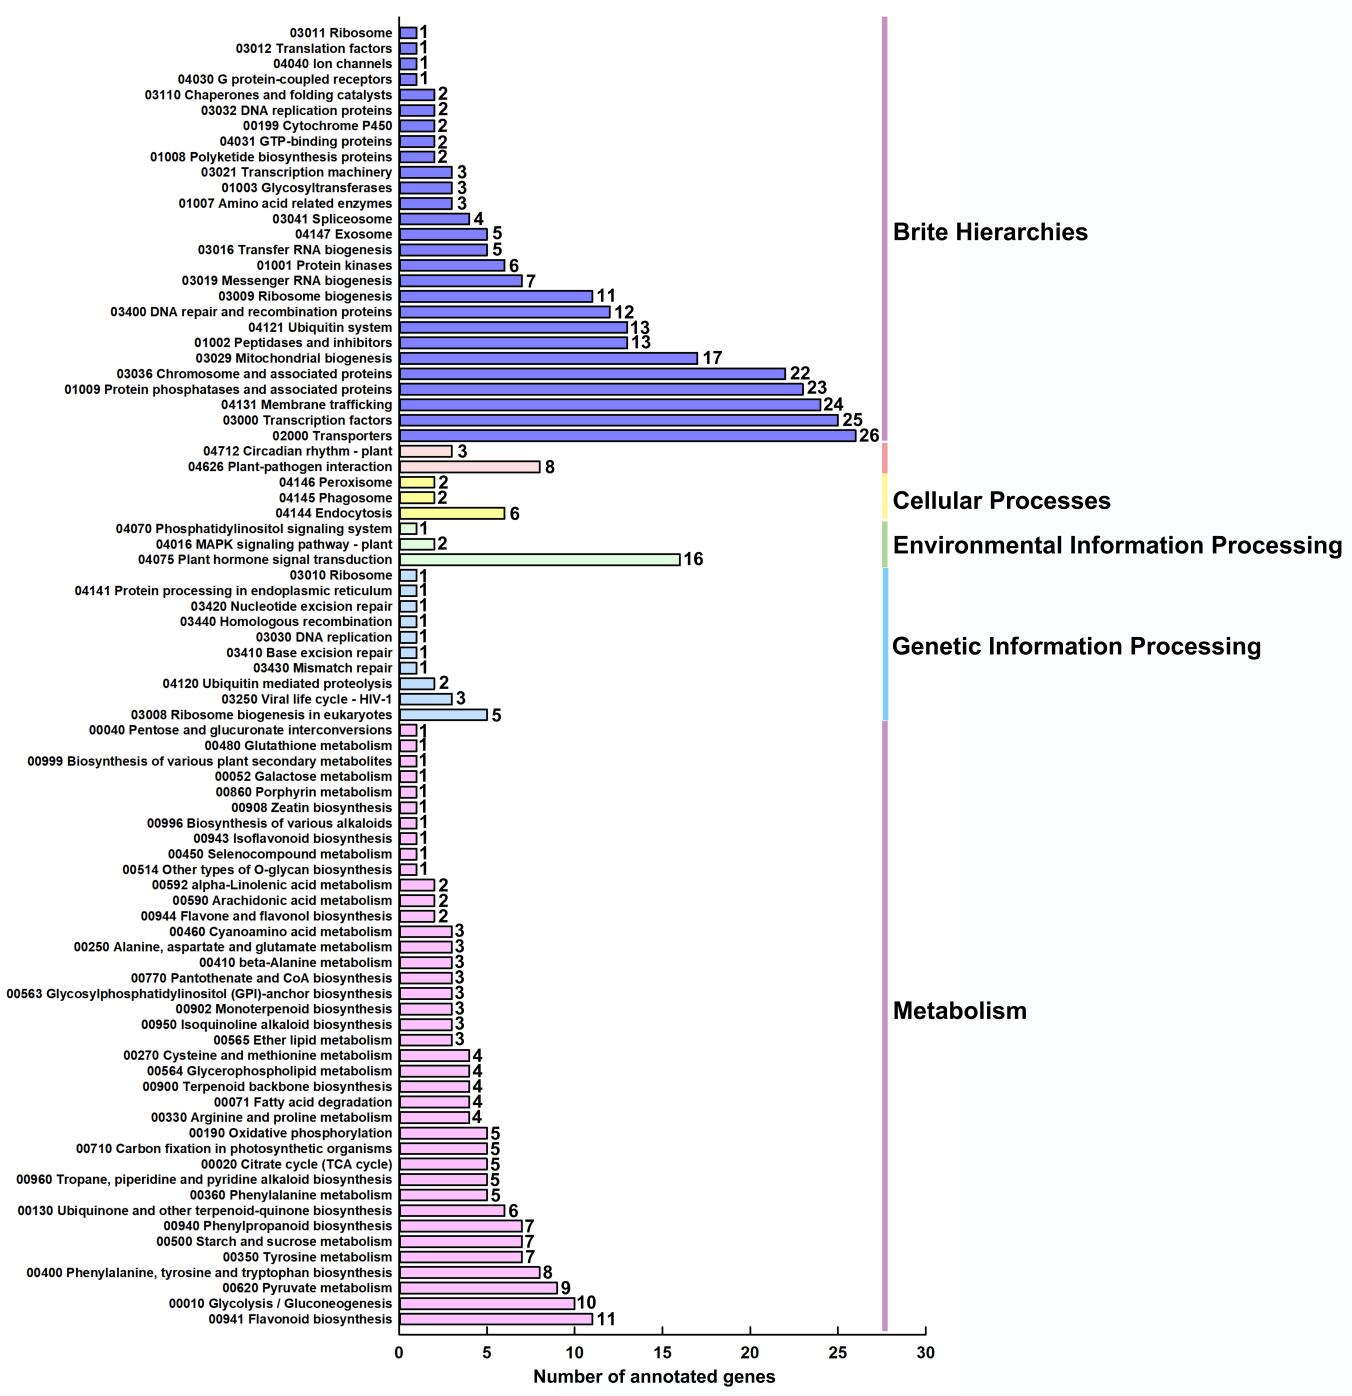

Fig. S3 KEGG enrichment of the 310 valuable genes

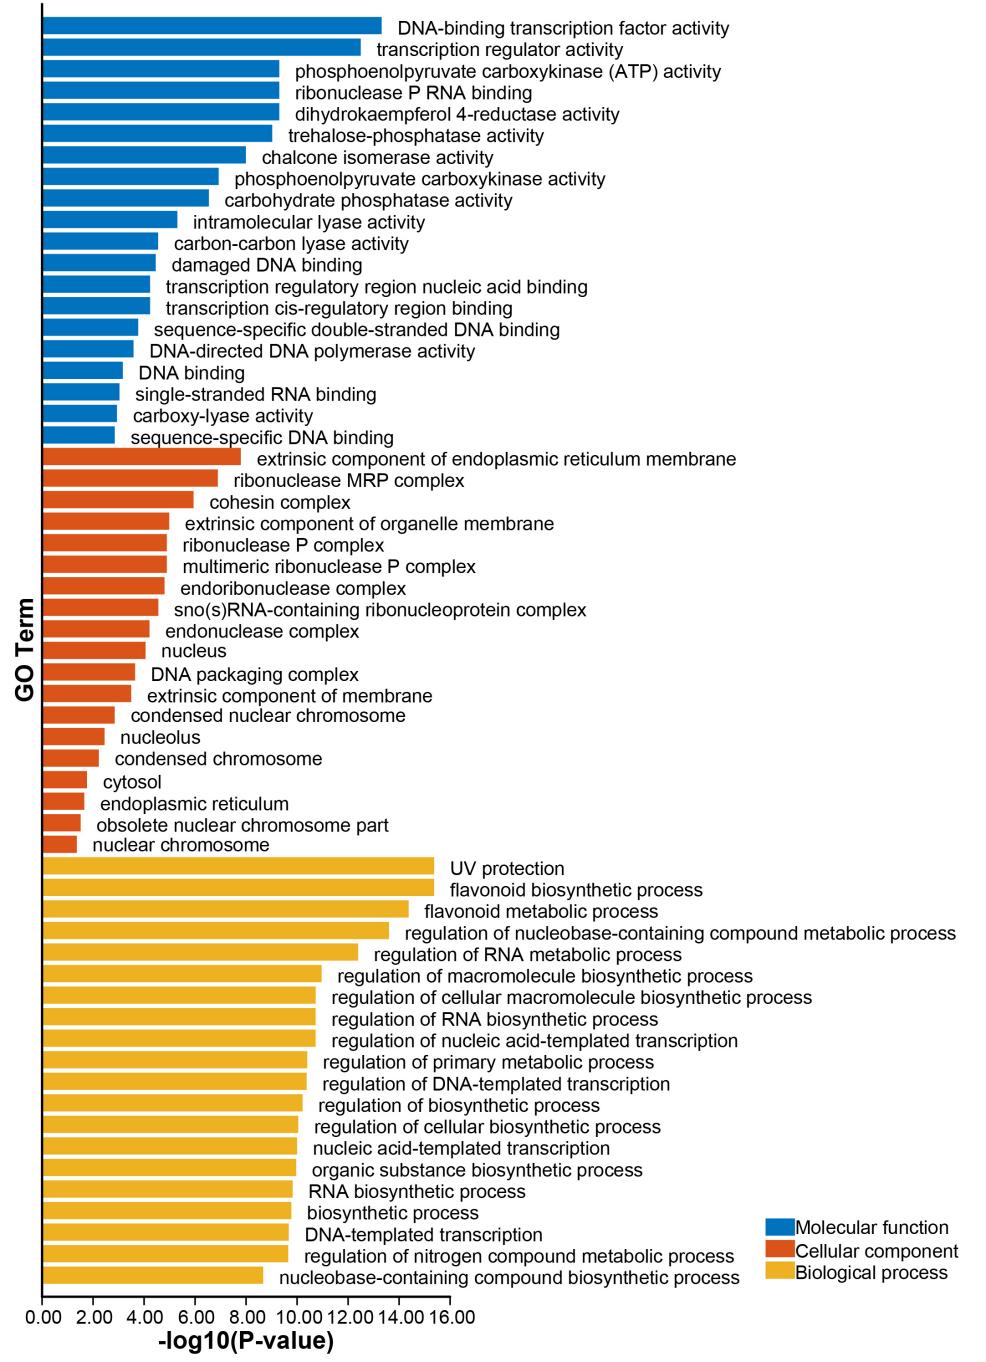

Fig. S4 GO enrichment of the 310 valuable genes

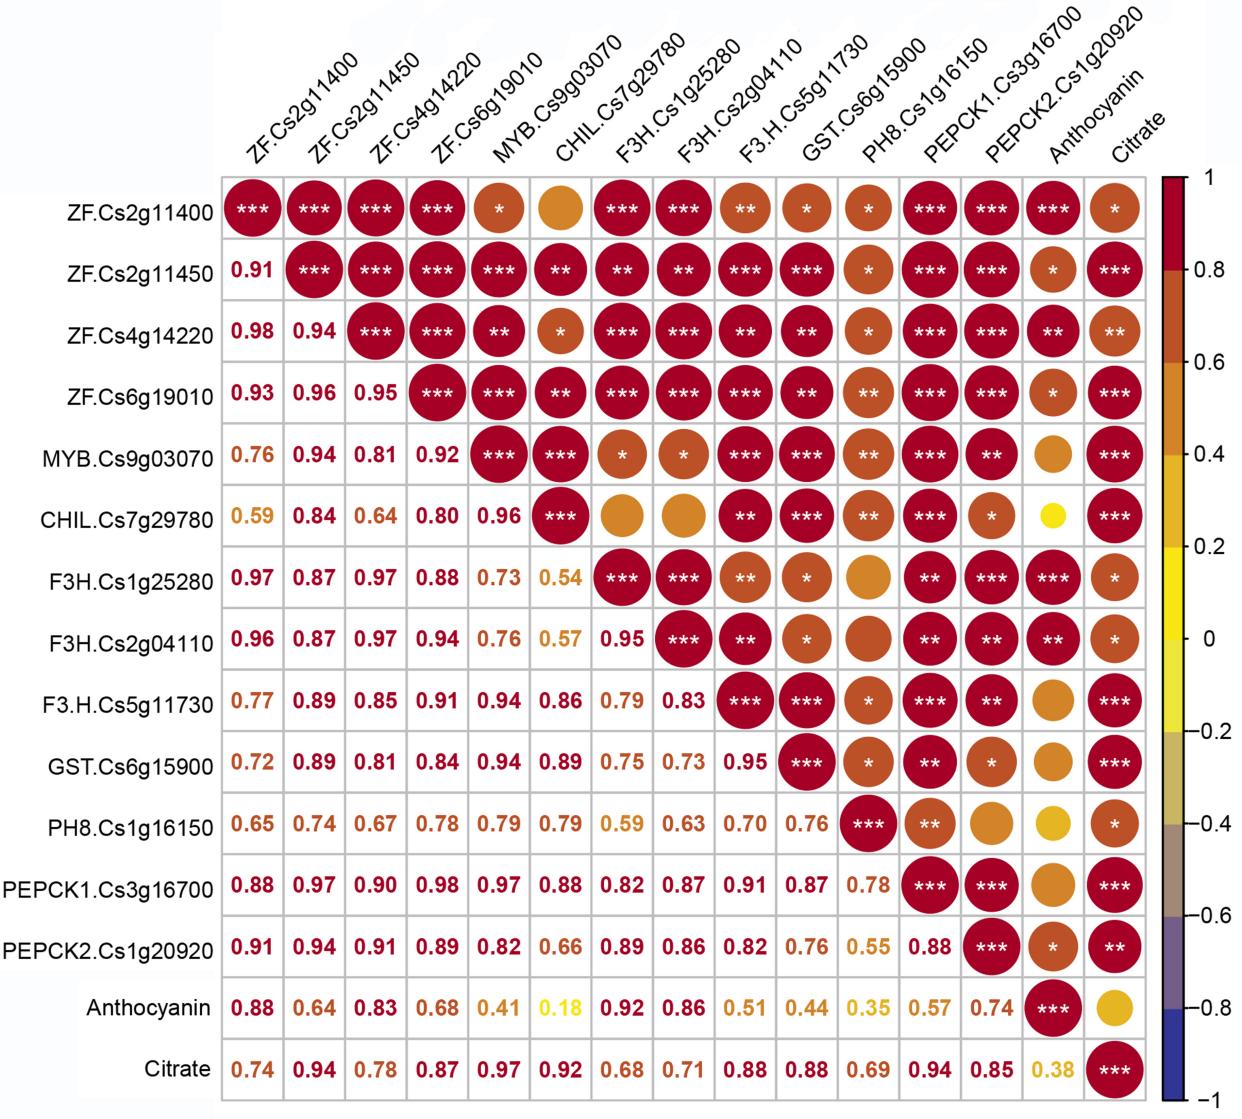

Fig. S5 Correlation analysis of expression profiles of citrate metabolism and anthocyanin biosynthesis related genes, citrate and anthocyanin content. *, ** and *** represent significant differences at *p* < 0.05, *p* < 0.01 and *p* < 0.001, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

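Expression in juice sacs was measured by RNA-seq in 30 libraries, 3 for each of 2 varieties (TBO and BTSO) at 5 storage days (0, 15, 30, 60 and 90 DAS). The authors removed rRNA and low-quality reads, aligned the rest to the sweet orange reference genome, assembled transcripts with StringTie in each library, merged the assemblies and computed FPKM values. The paper's text does not name the aligner, the genome build or the strand setting. The deposited FPKM values are those of the authors, and no replicates were pooled. The same deposited table gives an estimated count for each gene and library, which the authors list as whole numbers without normalization; their median ratio to the mapped reads of Table S2 was 1.64, so they are not read numbers and their precision cannot be taken from their size. The totals of these estimated counts ranged from 51894138 to 75833189 per library. Of the 24179 genes, 636 have no reference gene name and held between 0.936% and 3.45% of the counts. They were kept as loci of their own.

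Genes with an FPKM of at least 1 in at least 3 libraries (16578) were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with 1 mean per group, moderated variances with a trend and no covariates. Contrasts were TBO minus BTSO at each day, 90 minus 0 DAS within each variety, and the change of the variety difference between these days. Calls between varieties used an unadjusted p-value under 0.05 and a log2 difference over 1, calls within a variety used the Benjamini-Hochberg adjusted p-value with the same limit, and the change of the difference used the adjusted p-value alone. Single values were compared with exact permutation tests (smallest two-sided p-value 0.1). Correlations within a variety (n = 15) used 100000 permutations over all libraries of the variety, whatever their storage day, and Benjamini-Hochberg adjustment over 84 correlations. Deviations from the group means were first permuted over all libraries of a variety; permutation within storage days replaced this after those values had been seen, and both are given. The network used |r| to the power 18 on genes with a maximum FPKM of at least 2, the topological overlap, a static height of 0.95, at least 60 genes per module and merging above an eigengene correlation of 0.75. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used, and matplotlib 3.10.9 for plots.

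Alternatives were a pseudocount of 0.1, other filters on low values, adjusted p-values, fits on the 6 libraries of a day, an ordinary linear model, upper-quartile scaling, quantile normalization, the ratio of mean FPKM, replicate blocks, each library left out in turn, and edgeR 4.0.16 (quasi-likelihood test) on the estimated counts. For a time edgeR was treated as the leading test and its counts per day were seen before those of limma; limma is the test fixed beforehand and is the one reported. DESeq2 1.42.0, edgeR on halved counts and the KEGG background were added after the table had been seen.

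Named genes are those that the text, Table S1 or Fig. 7B of the paper identifies, the most expressed gene of each pathway step of the Background, TPP genes on chromosomes 1 and 5 called at all days, and the 5 genes in each direction with the largest smallest difference over the days among genes separated in all libraries. For CHI the identifier in the text was used, which differs from that in Table S1. The list fixed beforehand was that of the genes with primers, so counts are given for the list of the text and for that of Table S1. Reads of near-identical copies may have been split by the quantification, so chalcone synthase and other multigene families are uncertain gene by gene.

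The steps were tested on simulated data. With 200 of 16578 genes changed, limma recovered 169 at all days (84.5%) with 0 false calls, and edgeR recovered 200. Of 400 simulated unrelated pairs, 26 (6.5%) were called when all libraries were permuted and 14 (3.5%) when permuted within days, and of 400 closely related pairs 400 were called either way. The simulated values held no change over storage. With all libraries permuted, the 6.5% therefore does not cover unrelated genes that both change over storage. Citrate and anthocyanin contents and quantitative PCR values were not used here.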

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

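The tests of library scaling, of split gene models and of the separate parts of the genes lower in TBO were chosen only after the results were seen. The neighbour, paralog and absence tests and the regroupings of libraries were written before.

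The difference between the varieties changed from 0 to 90 DAS in 2060 genes by limma's test of the difference itself with Benjamini-Hochberg adjustment. Of 100 regroupings of the 0 and 90 DAS libraries within each variety, 5 gave as many genes, the real one included, and all 5 kept the real grouping of TBO. A first scheme of random label draws was replaced by this enumeration after its result had been seen. Such regroupings leave the change of TBO over storage in the contrast, so they do not decide whether 2060 exceeds chance. Over all genes tested, the change was above 0 in 1167 of the 2060 genes and below 0 in 893. With edgeR the numbers were 968 and 1070. Of 77 named genes, 17 had an adjusted p-value under 0.05 for this change, all with a change above 0. It was 4.05 for F3H (Cs1g25280), 2.46 for F3’H, 2.35 for CHIL (Cs7g20780, the CHI identifier of Table S1), 2.07 for Cs3g25090, 2.05 for the PAL gene Cs6g11940, 1.69 for the ATP-citrate lyase gene Cs9g02230, 1.30 for the TPP gene Cs5g09200 and 1.26 for Cs3g15770 on the log2 scale. For genes of Fig. 7B it was 1.6 for the HD-Zip gene Cs1g23760, 1.33 for PEPT (Cs1g25560), 0.91 for the WRKY gene Cs2g10310, 0.89 for the zinc finger gene Cs2g05750, 0.86 for the CYP450 gene orange1.1t04726, 0.82 for the HD-Zip gene Cs2g09770, 0.81 for NAT (Cs8g04030), 0.78 for the AP2/ERF gene Cs8g17390 and 0.64 for the B-box gene Cs2g14170. Scaling of the libraries is argued against for F3H (Cs1g25280) and F3’H, since 2 of 2 kept an adjusted p-value under 0.05 under both upper-quartile scaling and quantile normalization. For Cs3g25090 the direction was not kept by edgeR (-0.12), where the BTSO libraries are listed at or near 0. CHIL also had low values in BTSO, with means of at most 0.372 FPKM, so the size of its change depends on the pseudocount. The change for Cs3g15770 had an adjusted p-value of 0.0476 from limma with Benjamini-Hochberg adjustment, and it was no longer under 0.05 with a pseudocount of 0.1 (log2 value 0.73), without a filter on low values, under upper-quartile scaling (1.17), with the replicate block, in edgeR (0.39), DESeq2 or halved counts, or in most fits that left out a library of 0 or 90 DAS; for Cs5g09200 it was not under 0.05 in edgeR (1.06), DESeq2 and halved counts. The WRKY gene, listed at 0 in BTSO at 0 DAS, changed direction with a pseudocount of 0.1 (-0.19) and in edgeR, DESeq2 and halved counts. The adjusted p-value was no longer under 0.05 in edgeR for Cs1g23760 (0.14), PEPT (0.79), NAT (0.47), Cs2g05750 (1.02), orange1.1t04726 (0.97), Cs8g17390 (0.69) and Cs2g14170 (0.68), and for these except Cs8g17390 also with a pseudocount of 0.1 and in DESeq2. It was not under 0.05 either under both scalings and in most fits that left out a library for Cs2g14170, without TBO 0 DAS replicate 1 for Cs6g11940 (1.78), without TBO 90 DAS replicate 1 for NAT (0.70), and for Cs1g23760 without BTSO 0 DAS replicate 1 (1.52), BTSO 90 DAS replicate 2 (1.54), BTSO 90 DAS replicate 3 (1.16), TBO 0 DAS replicate 1 (1.44) or TBO 90 DAS replicate 2 (1.37). A response to storage that differs by variety stays open as a hypothesis.

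Of the 10 genes with the largest differences at every day, 9 are not discussed in the paper. The smallest log2 difference over the days was 7.31 for Cs9g11190 (chalcone synthase), 4.79 for Cs3g25090 (dihydroflavonol reductase by its KEGG entry), 4.78 for Cs5g09970 (anthocyanidin synthase) and 3.63 for Cs3g15770 (hypothetical protein), all higher in TBO. It was -3.65 for Cs5g28655, -3.25 for Cs4g11055 and -3.02 for Cs7g08620, and -3.28 and -3.15 for 2 assembled loci without a reference gene name. All 10 genes were called at every day under both scalings. Reads shared between paralogs are argued against for the 3 pathway steps, because the summed FPKM of all genes of a step was higher in TBO by at least 1.15 on the log2 scale on every day. Of the 5 lower genes, 3 had every TBO library under an FPKM of 1. For Cs5g28655 and the 2 assembled loci the highest TBO value was 0.729, so low expression and a sequence absent from TBO or too diverged to map cannot be told apart. For Cs4g11055 and Cs7g08620 the lowest TBO value was 1.43, which argues against absence, while partial mapping of a diverged copy stays open. A regulatory difference between the varieties was not tested.

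Of 13303 genes placed on chromosomes, 346 were called at all days in one direction, and 17 adjacent pairs shared their direction. Shuffled positions gave 4.52 pairs on average and at most 14 in 10000 shuffles (one-sided permutation p = 0.0001, the smallest they can give). Without pairs of one annotated family 15 remained, against at most 13 in shuffles, so tandem copies are not the whole cause. Pairs whose members both have an annotation and share no locus or family name numbered 12, so one gene split into neighbouring models cannot be told apart from separate genes for the other pairs. The pairs include F3H (Cs1g25280), ATC3H64 (Cs4g14220) and PH4 (Cs9g03070) with a neighbour. A chromosome segment that differs between the varieties may underlie such pairs; this is a hypothesis that was not tested.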

How the results depend on the processing

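The alternatives were set before the data were examined, except DESeq2, edgeR on halved counts and the KEGG background, which were chosen after seeing the data. Where a number changed, the cause was not tested unless stated.

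With a pseudocount of 0.1, the genes called at 0, 15, 30, 60 and 90 DAS numbered 2405, 2660, 2971, 2903 and 2754, those called at all days 932 (450 higher, 469 lower, 13 mixed; 488 shared with the 490), and those changed over storage 2942 in TBO and 2202 in BTSO. A smaller pseudocount shrinks low genes less by construction. The ratio of mean FPKM gave 2392, 2741, 3038, 3030 and 2842 genes and 922 at all days (430, 484 and 8; 487 shared). With edgeR the numbers were 2559, 2626, 3006, 2994 and 2751, with 985 at all days (388, 578 and 19; 468 shared) and 2846 and 2123 over storage. DESeq2 gave 2592, 2676, 3033, 2980 and 2749, with 1004 (406, 578 and 20) and 2888 and 2212. Halved counts in edgeR gave 2552, 2636, 3035, 3015 and 2795, with 1005 (399, 588 and 18) and 2877 and 2143. Against the 1826 and 1209 genes changed over storage in TBO and BTSO, the other settings stayed within 1.5 times. Mixed genes numbered 0 with the 6 libraries of a day and with the ordinary model, and 2 under upper-quartile scaling and with the replicate block within storage day.

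The share of higher calls moved by over 10 percentage points in some settings. Under upper-quartile scaling there were 513 higher and 846 lower genes at 0 DAS, 547 and 877 at 15 DAS, 753 and 996 at 90 DAS, and 187 and 331 at all days. Quantile normalization gave 602 and 762 at 15 DAS, and 855 and 871 over storage in TBO and 565 and 629 in BTSO, where limma on the deposited values gave 1200 and 626 and 715 and 494. edgeR gave 1107 and 1519 at 15 DAS, 1226 and 1525 at 90 DAS and 1522 and 1324 over storage in TBO. DESeq2 gave 1146 and 1530 at 15 DAS and 1535 and 1353 in TBO, and halved counts 1117 and 1519 and 1548 and 1329. The median log2 difference of all genes at 15 DAS was 0.13, and -0.03 under upper-quartile scaling.

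Same-numbered replicates did not deviate together (r from -0.07 to 0.18 over 15 pairs, 2 of them over 0.1). With the replicate block 1314, 1485, 1797, 1893 and 1807 genes were called and 489 at all days. Leaving out 1 library gave 1171 to 1633, 1358 to 1698, 1640 to 1974 and 1736 to 2204 genes at 0, 15, 30 and 60 DAS, at most 2118 at 90 DAS, 465 to 510 at all days, and 0 to 3 mixed genes, with 0 without BTSO 30 DAS replicate 2, TBO 30 DAS replicate 2 or TBO 30 DAS replicate 3 and 3 without BTSO 15 DAS replicate 2 or BTSO 90 DAS replicate 3.

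Of the genes in Fig. 7B, 59 were called at all days with a pseudocount of 0.1 and 58 with the ratio of means. The replicates of 10 groups formed clades with either distance on log2(FPKM + 1). Within BTSO, 4 pairs of Fig. 7B correlated on log2(FPKM + 1), 0 after removal of group means and 0 to 1 without a replicate. Within TBO the number was 0 after that removal and 3 to 7 without a replicate (5 without replicate 1, 3 without replicate 3). The fits without a replicate rest on fewer libraries, and the median r of the 12 pairs in TBO was then 0.73 to 0.81. The detected genes differed by 305 at 60 DAS and 224 at 90 DAS with an FPKM of at least 1. In the network, 32 pairs passed the weight limit when signed and 24 at power 12. There were 12 modules at height 0.98 and when signed, 7 at power 12, and 5 to 7 without a replicate. The largest module held 1610 genes at height 0.90, 5338 when signed, and 2784 to 4107 without a replicate.

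Over 198 results for single genes, 7782 comparisons kept their direction and side of the threshold, 103 were weaker, 29 stronger and 33 reversed. Changes over storage were compared only for genes whose change of the difference passed the adjusted limit, a restriction chosen after the values were seen. For that change, Cs3g25090 reversed with -0.12 in edgeR, -0.21 in DESeq2 and -0.032 with halved counts, and the WRKY gene Cs2g10310 with -0.19 at a pseudocount of 0.1, -6.68 in edgeR, -6.06 in DESeq2 and -5.70 with halved counts. The other reversals were differences near 0 in the most expressed genes of pathway steps. At 0 DAS they were -0.060 for UFGT (Cs6g11490) and -0.079 for citrate synthase (orange1.1t01588) under upper-quartile scaling, -0.0077 and -0.0024 under quantile normalization, -0.035 and -0.046 in edgeR, -0.032 and -0.044 in DESeq2 and -0.035 and -0.046 with halved counts. At 15 DAS they were -0.079 for citrate synthase and -0.014 for aconitate hydratase (Cs1g26040) under upper-quartile scaling, and -0.046, -0.043 and -0.046 for citrate synthase in edgeR, DESeq2 and with halved counts. Leaving out 1 library gave -0.0054 to 0.15 at 0 DAS and -0.35 to 0.057 at 60 DAS for UFGT, -0.097 to 0.061 at 60 DAS for citrate synthase, and -0.071 to 0.50 at 30 DAS and -0.29 to 0.14 at 90 DAS for phosphoenolpyruvate carboxylase (Cs7g12630).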

Differences from the paper's values

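For the counts below, a value within the limits lies within 1.5 times of the paper's number in either direction. The paper's numbers of differentially expressed genes are 2397, 2677, 3067, 3131 and 2960 at 0, 15, 30, 60 and 90 DAS, against 1314, 1483, 1797, 1892 and 1805 here, and their sums are 14232 and 8291. Of the alternatives set before the data were examined, a pseudocount of 0.1 (2405, 2660, 2971, 2903 and 2754), the ratio of mean FPKM (2392, 2741, 3038, 3030 and 2842) and edgeR (2559, 2626, 3006, 2994 and 2751) came within the limits on every day and for the sum (13693, 14043 and 13936). Leaving out TBO 0 DAS replicate 2 (1633), BTSO 60 DAS replicate 3 (2204) or BTSO 90 DAS replicate 1 (2118) did so for that day, and the others did not. DESeq2 (2592, 2676, 3033, 2980 and 2749) and halved counts in edgeR (2552, 2636, 3035, 3015 and 2795), both chosen after seeing the values, also did. The paper's 839 genes at all days compare with 490, its 381 higher with 226 and its 444 lower with 263. The pseudocount of 0.1 (932, 450 and 469), the ratio (922, 430 and 484) and edgeR (985, 388 and 578) came within the limits, as did upper-quartile scaling (331) and quantile normalization (303) for the lower genes. The paper's 14 mixed genes compare with 1; the pseudocount of 0.1 (13) and edgeR (19) came within the limits and the ratio (8) did not. DESeq2 (1004, 406, 578 and 20) and halved counts (1005, 399, 588 and 18), chosen after seeing the values, did for the genes at all days.

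The paper reports 14 modules, against 4 here; a height of 0.98 and the signed network, with 12 each, came within the limits. Its largest module of 5154 genes compares with 3339; a height of 0.98 (4473), log2(FPKM + 1) (3963), the signed network (5338), power 12 (4818) and leaving out replicate 1 (4107) or 3 (3537) came within the limits. For mapped reads, in units of 1e6, the paper's total of 133 compares with a sum of 1214 over the mapped reads of Table S2. The total reads of that table sum to 1338 in the same units, or 133.8 in units of 1e7. No alternative changes the sum over Table S2.

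The legend of Fig. S5 does not name the expression values or means it uses, and the values here are correlations of FPKM over group means. Of 78 correlations read by eye from Fig. S5, 20 differed by more than the SD of r from each replicate alone. This SD does not cover the error of reading by eye. Small gaps, such as 0.94 against 0.935 for FAR1 and PH4, therefore cannot be told from reading or rounding error. A first measure of error, the SD over fits that each left out a replicate, gave 42 and was replaced after it was seen. In Fig. S5 CHR4 and ATC3H64 had about 0.98 in the paper and 0.99 here (closed without replicate 1 or 3), FAR1 and PH4 had about 0.94 in the paper and 0.935 here (closed without replicate 1), ATC3H64 and CHI had about 0.64 in the paper and 0.591 here (closed without replicate 1 or 2), HAC12 and F3H (Cs1g25280) had about 0.88 in the paper and 0.900 here (closed without replicate 2), ATC3H64 and F3’H had about 0.85 in the paper and 0.758 here (closed on log2(FPKM + 1)), PH4 and F3’H had about 0.94 in the paper and 0.969 here (closed on log2(FPKM + 1) or without replicate 3), HAC12 and PH8 had about 0.78 in the paper and 0.896 here (closed without replicate 1 or 3) and F3H (Cs1g25280) and PH8 had about 0.59 in the paper and 0.728 here (closed without replicate 3). None of the alternatives closed the gap for the following pairs. In Fig. S5 PH4 and F3H (Cs2g04110) had about 0.76 in the paper and 0.728 here, CHI and F3’H had about 0.86 in the paper and 0.919 here, F3H (Cs2g04110) and F3’H had about 0.83 in the paper and 0.773 here, FAR1 and PH8 had about 0.74 in the paper and 0.93 here, PH4 and PH8 had about 0.79 in the paper and 0.987 here, CHI and PH8 had about 0.79 in the paper and 0.964 here, F3’H and PH8 had about 0.70 in the paper and 0.928 here, GST and PH8 had about 0.76 in the paper and 0.926 here, F3H (Cs2g04110) and PEPCK1 had about 0.87 in the paper and 0.829 here, F3’H and PEPCK1 had about 0.91 in the paper and 0.935 here, PH8 and PEPCK1 had about 0.78 in the paper and 0.951 here and PH8 and PEPCK2 had about 0.55 in the paper and 0.783 here.

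The paper states that replicates cluster well, and 4 of 10 groups formed a clade on FPKM, against 10 of 10 on log2(FPKM + 1). It shows all 5 hub transcription factor genes as higher in TBO throughout; CHR4 was not called at 60 DAS (0.94) nor HAC12 at 0 DAS (0.98), while a pseudocount of 0.1 (1.01 and 1.39) and the ratio (1.02 and 1.43) called both. HAC12 was also called at 0 DAS by edgeR (1.35), without BTSO 0 DAS replicate 2 (1.11) and without TBO 0 DAS replicate 2 (1.01), and by DESeq2 and halved counts, which were chosen after seeing the values. It relates the expression pattern of FAR1 to that of PH8. Their weight was 0.165, over the limit of 0.15 as in Fig. 7B, and r over the group means was 0.93, while r within TBO was -0.309, or 0.02 without the 2 farthest libraries. Of the 59 genes of Fig. 7B, 37 were called at all days, against 59 with a pseudocount of 0.1 and 58 with the ratio. It names PEPCK a carboxylase kinase, where the table annotates carboxykinase [ATP], and Cs2g04110 an F3H, where the table annotates protein SRG1.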

Other observations

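The tests of the level difference between the varieties for the 12 pairs of Fig. 7B were chosen only after the results were seen.

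Within TBO, 10 of the 12 pairs had a positive r with an adjusted permutation p-value under 0.05, against 5 of the 28 other pairs, and FAR1 had r = -0.309 with PH8 and 0.0707 with PEPCK1. Within BTSO the number was 1 of 12. The 12 pairs were picked for coexpression over these same libraries, so their number is not an independent test. A difference in level between the varieties alone gives no correlation within a variety. The 10 pairs in TBO did correlate within the variety (median r of the 12 pairs 0.787). Picking pairs over these libraries also favours those that correlate within TBO, so the values do not decide whether it was the only source of coexpression. The number of pairs in TBO at this level fell to between 3 and 7 when 1 replicate was left out of every group. The median r of the 12 pairs was then 0.73 to 0.81. With fewer libraries the same r gives a larger p-value, so the lower number alone does not show weaker correlations. For FAR1 with PH8 and with PEPCK1, and in BTSO, a difference in level alone stays open as well. A change over storage that the genes share is a candidate explanation in TBO: with the means of the days removed, 0 of the 12 pairs reached this level, with 2 at an unadjusted p-value under 0.05. Removing these means also takes away what a direct relation adds between days, so in TBO a shared change and a direct relation cannot be told apart. In BTSO the number was 0 as well, with 4 at an unadjusted p-value under 0.05, but as only 1 pair had passed before, this decides nothing there. F3H (Cs1g25280) was negatively correlated in BTSO with CHR4 and ATC3H64 (2 pairs with an adjusted permutation p-value under 0.05), and from 0 to 90 DAS it fell by 1.47 on the log2 scale while these rose by 0.74 and 0.83, so these pairs did not change together over storage. The test within days called 400 of 400 simulated closely related pairs at an unadjusted p-value under 0.05; weaker relations were not simulated.

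Of the 10 groupings of the 6 libraries of a day, 1 gave as many genes as the real one at each of the 5 days and for the change over storage in each variety, which is the fewest possible, and 10 groupings cannot give a share under 0.1. The real numbers lay far above those of the other groupings, of which the largest was 154, 113, 186, 287 and 262 genes on the 5 days, 1 against 1826 for the change in TBO and 6 against 1209 for that in BTSO. For genes called at all days, 1 of 100 regroupings, the real one, gave as many, and the largest other number was 1.

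The unmapped share was higher in TBO without overlap at 15, 30 and 90 DAS (exact permutation p = 0.1 each). No explanation of this was tested.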
